# Multiomics profiling of the impact of an angiotensin (1–7)-expressing probiotic combined with exercise training in aged male rats

**DOI:** 10.1152/japplphysiol.00508.2022

**Published:** 2023-03-09

**Authors:** Liliana C. Baptista, Emily L. Zumbro, Zachary A. Graham, Abbi R. Hernandez, Taylor Buchanan, Yi Sun, YouFeng Yang, Anisha Banerjee, Amrisha Verma, Qiuhong Li, Christy S. Carter, Thomas W. Buford

**Keywords:** angiotensin (1–7), genetically modified probiotic, metabolomics, microbiome, transcriptomics

## Abstract

Angiotensin (1–7) [Ang (1–7)] is an active heptapeptide of the noncanonical arm of the renin-angiotensin system that modulates molecular signaling pathways associated with vascular and cellular inflammation, vasoconstriction, and fibrosis. Preclinical evidence suggests that Ang (1–7) is a promising therapeutic target that may ameliorate physical and cognitive function in late life. However, treatment pharmacodynamics limits its clinical applicability. Therefore, this study explored the underlying mechanisms altered by a genetically modified probiotic (GMP) that expresses Ang (1–7) combined with and without exercise training in an aging male rat model as a potential adjunct strategy to exercise training to counteract the decline of physical and cognitive function. We evaluated cross-tissue (prefrontal cortex, hippocampus, colon, liver, and skeletal muscle) multi-omics responses. After 12 wk of intervention, the 16S mRNA microbiome analysis revealed a main effect of probiotic treatment within- and between groups. The probiotic treatment enhanced α diversity (Inverse Simpson (*F*[2,56] = 4.44; *P* = 0.02); Shannon–Wiener (*F*[2,56] = 4.27; *P* = 0.02)) and β-diversity (*F*[2,56] = 2.66; *P* = 0.01) among rats receiving our GMP. The analysis of microbes’ composition revealed three genera altered by our GMP (*Enterorhabdus*, *Muribaculaceae unclassified*, and *Faecalitalea*). The mRNA multi-tissue data analysis showed that our combined intervention upregulated neuroremodeling pathways on prefrontal cortex (i.e., 140 genes), inflammation gene expression in the liver (i.e., 63 genes), and circadian rhythm signaling on skeletal muscle. Finally, the integrative network analysis detected different communities of tightly (|*r*| > 0.8 and *P* < 0.05) correlated metabolites, *genera*, and genes in these tissues.

**NEW & NOTEWORTHY** This manuscript uses a multiomics approach (i.e., microbiome, metabolomics, and transcriptomics) to explore the underlying mechanisms driven by a genetically modified probiotic (GMP) designed to express angiotensin (1–7) combined with moderate exercise training in an aged male rat model. After 12 wk of intervention, our findings suggest that our GMP enhanced gut microbial diversity while exercise training altered the transcriptional response in relevant neuroremodeling genes, inflammation, and circadian rhythm signaling pathways in an aging animal model.

## INTRODUCTION

Physical and cognitive decline are intermediate stages of several age-related diseases that reduce health and lifespan, and ultimately, may lead to physical disability and mortality (1, 2). Multiple factors are involved in the onset of physical and cognitive decline including low-grade chronic inflammation, changes in the cardiovascular, musculoskeletal, and neuronal systems (2, 3) along with alterations on gut microbiota (2–5). Despite the advances in clinical care, to date, treatment options to ameliorate these symptoms and outcomes remain elusive. Exercise training is the only therapy reported to consistently protect from the age-related loss of skeletal muscle mass, strength and quality, and to preserve physical function (6–8). Apart from the functional benefits, exercise training also modulates gut microbiome composition and function in preclinical and clinical studies in adults (9–11) and enhances cognitive function in older adults with cognitive impairment and dementia (12). However, this evidence is inconsistent on exercise effects (10, 11, 13), partly because host genetics, physical fitness, and exercise intensity also influence gut health, physical, and cognitive function (14–16). Therefore, these well-confirmed benefits do not extend to all individuals and there is large interindividual response variability in those that do maintain a regular exercise training regimen (17). In addition, treatment strategies are minimal for those unwilling or unable to engage in regular exercise training. Thus, adjuvant or alternative therapies are needed to optimize the efficacy of exercise training among older adults with physical and cognitive decline.

Over the past two decades, our research group has been focused on modulating components of the renin-angiotensin (RAS) system as an adjuvant/alternative therapeutic avenue to maintain physical and cognitive function in late life when combined with exercise training. Our overarching hypothesis is that by counteracting the activity of the vasoconstrictor RAS arm and/or stimulating the noncanonical pathway of the RAS system may attenuate the age-related decline of physical and cognitive function, when combined with regular exercise training. This hypothesis is supported by multiple lines of evidence of local RAS components within skeletal muscle (18–20), the gastrointestinal tract (21, 22), and throughout the central nervous system (23–26) as well as by the experimental findings from our group (27–29). Recently, due to its growing biological relevance, we have concentrated in the active heptapeptide of the noncanonical arm of the RAS: the angiotensin (1–7) [Ang (1–7)]. Ang (1–7) is cleaved from angiotensin I or II (Ang I/II) by the angiotensin-converting enzyme 2 (ACE2) and operates via a Mas (AT_7_) receptor, counteracting multiple physiological processes led by Ang II. Physiologically, Ang (1–7) modulates molecular and cellular signaling pathways associated with vascular and cellular inflammation, hyperplasia, and fibrosis (30–32), which are cellular catabolic processes involved in the development of physical and cognitive decline.

Interestingly, preclinical evidence shows that therapeutic interventions using Ang (1–7) improve cognition, mitigate Tau-protein deposition, and amyloid-β induced changes in mitochondria bioenergetics and also prevents skeletal muscle atrophy in sarcopenic mice (20, 33–40). Still, despite these benefits on physical and cognitive function in rodent models, the therapeutic potential of Ang (1–7) in humans remains elusive due to its short half-life and low oral bioavailability (41). To overcome these treatment limitations and explore the therapeutic potential of Ang (1–7) on physical and cognitive decline as an adjunct strategy to exercise training, we developed a gut microbiota-targeted therapeutic method using a genetically modified probiotic (GMP) designed to express Ang (1–7). This isolated GMP increased circulating levels of Ang (1–7), while reducing the deleterious levels of Ang II in an aging rodent model (42). We also demonstrated that this GMP improved gut microbiome composition, circulating markers of the tryptophan/kynurenine signaling pathway, and neuroinflammation in aged rats (43) counteracting biological processes that are involved on age-related decline of physical and cognitive function. Notably, the response of exercise training in gut microbiome and neuroinflammation is inconsistent since it seems to be attenuated in older animals, when compared with younger counterparts (14–16). Thus, we hypothesize that by adding our GMP with regular exercise training will enhance the response of exercise training in older animals.

Recently, we presented the empirical results of our GMP when combined with moderate exercise training on physical performance outcomes and on secondary healthspan indices in aged rats (29). Despite the promising findings on physical and cognitive function with this multimodal intervention, we were unable to dissect the mechanistic intricacies by which Ang (1–7) modulation, exercise training, or the interaction of all influenced physical and cognitive responses. Therefore, herein we use a multiomics approach (i.e., microbiome, targeted metabolomics, and transcriptomics) to explore the potential underlying mechanisms driven by our combined intervention on blood serum, prefrontal cortex, hippocampus, colon, liver, and skeletal muscle in aged male rats. Our hypothesis is that combining both interventions (i.e., GMP + moderate exercise training) will provide additional benefits than each intervention alone. We believe that this consecutive line of studies will provide more insight into the cellular and molecular mechanisms underpinning this multimodal strategy and analyze if the effects that this multimodal intervention exerts on host gut, brain, and muscle in late life are additive or antagonist.

## METHODS

### Experimental Design Overview

This study was completed at the University of Alabama at Birmingham (UAB) and all experimental procedures were approved by the UAB Institutional Animal Care and Use Committee (IACUC-21360). The detailed experimental study design has been described previously (42, 43). Briefly, this study was a 3×2 prospective randomized trial with a total length of 12 wk. Male F344BN rats (*n* = 8–13/group) were randomized to one of three treatments: *1*) buffer (Con: *n* = 25); *2*) a probiotic-*Lactobacillus paracasei* (LP = 22); or to, *3*) a GMP-*Lactobacillus paracasei* engineered to express Ang (1–7) (LPA: *n* = 17). In addition, these groups were further randomized to a moderate exercise intervention (CONEx: *n* = 13: LPEx: *n* = 11: LPAEx: *n* = 8) or to a control group without exercise training (CONSed: *n* = 12: LPSed: *n* = 11: LPASed: *n* = 9). The treatment groups were orally gavaged with 2 × 10^11^ CFU/kg body weight of probiotics or an equal volume of buffer three times per week (Fig. 1). Groups randomized to the exercise intervention (CONEx: *n* = 13: LPEx: *n* = 11: LPAEx: *n* = 8) performed a treadmill intervention, 5 days per week for 12 wk. Prior to the exercise intervention, exercising groups underwent a 2 wk treadmill acclimatization. On the first day of exercise acclimatization, rodents were placed on the treadmill for 10 min while the machine was off. From the second to fifth day of the habituation period, the treadmill was set to 8 cm/s and then increased by 1 cm/s until it reached 12 cm/s. The total session lasted 5 min. Following acclimatization, the exercise groups performed training sessions at a speed of 12 cm/s throughout the experiment. Sedentary groups (CONSed: *n* = 12: LPSed: *n* = 11: LPASed: *n* = 9) were placed on the treadmill for 10 min/day while the machine remained off to control for any stress response from the handling and transfer of exercising animals.

**Figure 1.**
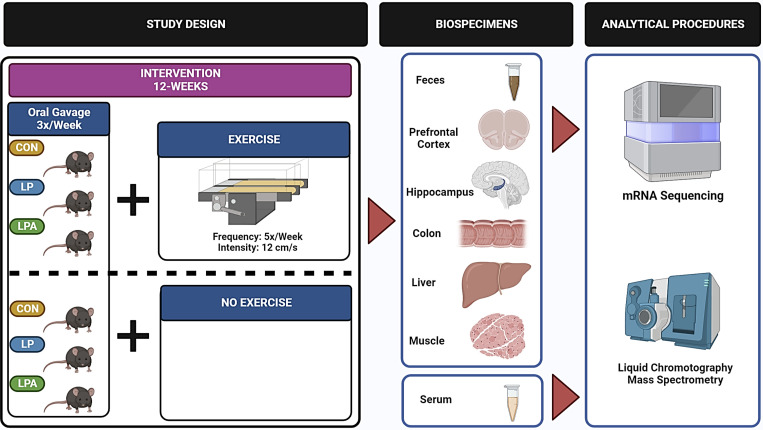
Illustrative scheme of experimental study design and analytical procedures. CON, Control; LP, *L. paracasei*; LPA, *L. paracasei* expressing Angiotensin (1–7).

### Animals

Eighty-two male F344BN rats aged 24 mo were obtained from the National Institute on Aging colony (Harlan Laboratories, Indianapolis, IN). Sixty-three survived throughout the intervention and were used in this study. The animals were individually housed at UAB under standard conditions [12-h light/12-h dark cycle (0600–1800) at 20–23°C] in a facility accredited by the American Association for Accreditation of Laboratory Animal Care. Rodents were fed a standard chow diet (18% kcal from fat, no sucrose, 3.1 kcal/g diet 2018; Harlan, Teklad, Madison, WI) and their health status, body weight, and food intake were monitored weekly. Baseline demographic characteristics of animals used in this study are described in Table 1. Female animals were not included in this study due to the unavailability of female animals at the NIH colony at the beginning of the study.

**Table 1.** Baseline demographic characteristics of male aged

Rat ID	Weight, g	Fat, g	Lean, g	Microbiome	Metabolomics	Transcriptomic				
						PFC	Hippocampus	Colon	Liver	Muscle
ConSed3	573.00	153.07	377.83	X	X	X	X	X	X	X
ConSed4	568.00	116.82	408.34	X	X	X	X	X	X	X
ConSed6	572.00	114.14	412.19	X	X	X	X	X	X	X
ConSed7	583.00	140.07	401.44	x	X	X	X	X	X	X
ConSed8	585.00	126.52	416.90	X	X	X	X	X	X	X
ConSed9	573.00	130.35	400.31	X	X					
ConSed10	583.00	140.07	401.44	X	X	X	X	X	X	X
ConSed11	585.00	126.52	416.90	X	X					
ConSed12	573.00	130.35	400.31	X	X					
ConSed13	555.00	110.56	405.16	X	X					
ConSed14	528.00	98.80	390.03	X	X					
ConSed15	557.00	112.86	401.51	X	X					
ConEx5	564.00	132.17	389.73	X	X	X	X	X	X	X
ConEx7	547.00	97.35	405.86	X	X	X	X	X	X	X
ConEx9	540.00	103.60	395.66	X	X	X	X	X	X	X
ConEx10	553.00	131.46	379.43	X	X	X	X	X	X	X
ConEx11	508.00	99.40	367.30	X	X	X	X	X	X	X
ConEx12	558.00	120.33	392.73	X	X	X	X	X	X	X
ConEx13	613.00	138.72	419.57	X	X					
ConEx14	528.00	102.22	387.59	X	X					
ConEx15	541.00	93.82	408.08	X	X					
ConEx16	575.00	137.31	395.14	X	X					
ConEx17	592.00	134.26	413.79	X	X					
ConEx18	645.00	181.08	415.11	X	X					
ConEx19	531.00	84.81	410.03	X	X					
LPSed4	555.00	111.90	403.35	X	X	X	X	X	X	X
LPSed5	548.00	103.60	399.50	X	X	X	X	X	X	X
LPSed7	514.00	94.40	379.70	X	X	X	X	X	X	X
LPSed8	516.00	93.33	384.77	X	X	X	X	X	X	X
LPSed9	556.00	99.21	411.05	X	X					
LPSed10	556.00	99.21	411.05	X	X	X	X	X	X	X
LPSed13	582.00	132.53	399.78	X	X	X	X	X	X	X
LPSed14	538.00	110.52	390.53	X	X					
LPSed16	542.00	119.67	383.99	X	X					
LPSed17	548.00	94.96	414.44	X	X					
LPSed18	588.00	129.19	416.38	X	X					
LPEx3	530.00	101.52	389.10	X	X	X	X	X		X
LPEx4	521.00	105.37	382.18	X	X	X	X	X	X	X
LPEx5	557.00	114.24	403.53	X	X					
LPEx6	498.00	82.35	378.05	X	X	X	X	X	X	X
LPEx7	538.00	106.13	394.34	X	X					
LPEx8	504.00	91.95	378.75	X	X	X	X	X	X	X
LPEx9	534.00	109.67	382.51	X	X					
LPEx10	569.00	115.62	408.32	X	X	X	X	X	X	X
LPEx11	536.00	123.91	372.75	X	X	X	X	X	X	X
LPEx12	564.00	125.16	393.83	X	X					
LPEx13	539.00	98.03	399.94	X	X					
LPASed4	555.00	86.81	392.66	X	X	X	X	X	X	X
LPASed5	532.00	99.89	395.56	X	X	X	X	X	X	X
LPASed6	481.00	82.74	366.14	X	X	X	X	X	X	X
LPASed7	522.00	98.66	386.20	X	X	X	X	X	X	X
LPASed8	565.00	101.93	419.22	X	X					
LPASed9	515.00	96.34	377.39	X	X	X	X	X	X	X
LPASed11	536.00	115.5	376.15	X	X	X	X	X	X	X
LPASed12	552.00	114.91	392.39	X	X					
LPASed13	537.00	101.76	395.24	X	X					
LPAEx4	562.00	105.21	415.97	X	X	X	X	X	X	X
LPAEx6	505.00	69.33	399.57	X	X	X	X	X	X	X
LPAEx7	522.00	105.63	380.77	X	X	X	X	X	X	X
LPAEx8	537.00	99.59	400.37	X	X					
LPAEx9	531.00	102.59	386.59	X	X	X	X	X	X	X
LPAEx11	483.00	96.10	348.57	X	X	X	X	X	X	X
LPAEx12	545.00	113.11	387.36	X	X	X	X	X	X	X
LPAEx13	609.00	136.52	423.53	X	X					

CONEx, control + exercise group; CONSed, control + sedentary group; DEG, differential expressed genes; FDR, false discovery rate; LPEx, *Lactobacillus paracasei* + exercise group; LPSed, *Lactobacillus* paracasei + sedentary group; LPAEx, *Lactobacillus paracasei* expressing angiotensin (1–7) + exercise group; LPASed, *Lactobacillus* paracasei + sedentary group.

### Euthanasia and Tissue Collection

After the intervention, rodents were euthanized via rapid decapitation and tissue was dissected immediately. Whole blood was collected, processed for serum and stored at −80°C after centrifugation. Prefrontal cortex, hippocampus, colon, liver, and tibialis anterior (TA) muscle were collected from all animals, snap-frozen in liquid nitrogen, and stored at −80°C until further analysis. One rat was excluded from euthanasia and tissue harvesting due to premature death in the morning of scheduled euthanasia. Feces were collected directly from the rodent’s colon, stored in commercially available preservative Para-Pak tubes (Meridian Bioscience Inc., Cincinnati, OH), flash frozen, and stored at −80°C until analysis.

### Outcomes

#### Fecal microbiome taxonomy, composition, and abundance.

##### Microbiome sequencing.

Fecal samples were processed for taxonomic analysis by the UAB Microbiome Core as previously described (43). Briefly, 16S-based polymerase chain reaction (PCR) assays with unique bar-coded primers were used to amplify the V4 region of the 16S rRNA to create an “amplicon library” (44). Following electrophoresis, UV illumination was used to visualize the PCR band products, which were excised and purified. Paired-end reads of ∼250 bp from the V4 region of 16S RNA were analyzed. Following quantitation with Pico Green and after de-multiplexing, Fastq was used as the raw data files format. Sequences were grouped into amplicon sequence variants (ASV) and fecal microbiota composition and abundance were analyzed. ASVs were then filtered, clustered, and summarized at different hierarchical levels (e.g., phylum, class, etc.). The taxonomic identification of the ASVs sequences was obtained using Mothur and compared with daSILVA 16S database.

##### Microbiome data analysis.

Data were imported in R (v.4.1.2) and R studio (v.2021.09.1, Boston, MA) for use with the Phyloseq package (45). Diversity within- and between samples were assessed using α and β diversity indexes, as previously described (43). Alpha diversity was calculated using Inverse Simpson and Shannon–Wiener Index values. Beta diversity was measured using the Bray Curtis Dissimilarity index, Unweighted Uni-Frac, and Weighted Uni-Frac distances. Principle coordinate analysis (PCoA) was performed to visualize the matrix dissimilarity between all samples and a PERMANOVA on both exercise and probiotic groups was performed. Analysis of compositions of microbiomes (ANCOM) with bias correction was used to test for differential abundance of individual ASVs at several levels across exercise and probiotic treatment groups using modified versions of previously published ANCOM scripts (46, 47). Briefly, raw ASV counts were filtered for any ASVs present in at least 30% of all samples. The ANCOM detection limit was set to the default value of 0.7 and was run on centered log ratio transformed (CLR) count data using a Benjamini–Hochberg corrected significance level of 0.05 and adjusted for cohort grouping as a covariant.

#### Targeted metabolomics of the serum tryptophan/kynurenine pathway.

##### Sample preparation.

Serum concentrations of kynurenine/tryptophan signaling pathway metabolites were quantified. Briefly, serum samples were aliquoted at 25 µL for extraction. All samples were spiked with 5 µL of internal standards (IS) consisting of tryptophan13C11, serotonin-d4, kynurenine-d4, kynurenic acid-d5, and picolinic acid-d4. Calibration curves in bovine serum albumin (BSA) were prepared for targeted quantitation of tryptophan (100–25,600 ng/mL), serotonin (2.5–25,600 ng/mL), kynurenine (10–640 ng/mL), kynurenic acid (1.25–1,280 ng/mL), and picolinic acid (7.5–3,840 ng/mL). Quality control (QC) samples were also prepared in BSA at concentrations within the range of the calibration curves. All calibration curves, QCs, and samples were extracted by protein precipitation using 200 µL of 8:1:1 acetonitrile:methanol:acetone with 0.1% formic acid. Supernatant from each was transferred to a clean tube after centrifugation, dried down under a gentle stream of nitrogen, and reconstituted with 25 µL of 0.1% formic acid in water for liquid chromatography-mass spectrometry (LC-MS) analysis.

##### Liquid chromatography-mass spectrometry.

Targeted LC-MS quantitation of tryptophan, serotonin, kynurenine, kynurenic acid, and picolinic acid was performed on a Thermo Q-Exactive Orbitrap mass spectrometer with Dionex UHPLC and autosampler. All samples were analyzed in positive heated electrospray ionization with a mass resolution of 35,000 at *m*/*z* 200 as separate injections. Separation was achieved on an ACE 18-PFP 100 × 2.1 mm, 2 µm column using a gradient with mobile phase A as 0.1% formic acid in water and mobile phase B as acetonitrile. The flow rate was 350 µL/min with a column temperature of 25°C and injection volume of 2 µL. Run time was 20.5 min. Peak areas of each analyte and corresponding internal standard in the calibrators, QCs, and samples were integrated using Xcalibur. A calibration curve was generated by plotting nominal concentration of the analyte in the calibrators versus peak area ratio of analyte and IS. QCs and samples were quantitated against the calibration curve.

##### Metabolomics data analysis.

Differential metabolomics analysis were completed using GraphPad Prism (v.9.2.0) using a mixed-model analysis of variance to determine probiotic + exercise interaction effects with Bonferroni correction for multiple comparisons. Main effects of exercise and probiotics were investigated when no meaningful interaction effects were observed. The statistical threshold for meaningful differences was set at a *P* value <0.05.

#### mRNA transcriptomics of the prefrontal cortex, hippocampus, colon, liver, and tibialis anterior muscle.

The mRNA sequencing data contained information of *n* = 4–6 animals/group and the baseline characteristics are described in Table 1.

##### RNA sequencing.

Tissue samples were delivered to Novogene, LLC for mRNA isolation, library preparation, and mRNA sequencing. Libraries were generated with NEBNext UltraTM RNA Library Prep Kit for Illumina (New England BioLabs) following the manufacturer’s recommendations. Briefly, mRNA was purified from total RNA using polyT, oligo-attached magnetic beads, followed by fragmentation using divalent cations in NEBNext First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using random hexamer primer and M-MuLV reverse transcriptase (Rnase H). Second strand cDNA synthesis was then performed using DNA polymerase I and Rnase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of 250–300 bp, the library fragments were purified with AMPure XP system (Beckman Coulter). Then, 3 μL USER Enzyme (New England BioLabs) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min, which was followed by another incubation of 5 min at 95°C before PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and 150 bp paired-end reads were generated.

##### RNAseq data processing and analysis.

Paired-end fastq files generated from sequencing were checked for quality using FastQC adapters (48) and low-quality reads (PHRED < 20) using Trim Galore and CutAdapt. Alignment to the rat genome (Rnor_5.0) and gene counts were then generated using Spliced Transcripts Alignment to a Reference (STAR). 

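Gene counts were deposited for 179 libraries from 36 rats that were aged 24 mo when obtained. Each of the 5 tissues had 6 libraries per group, except the liver of LPEx, which had 5. The 6 groups crossed 3 treatments given by gavage 3 times/wk (CON, buffer; LP, the unmodified probiotic; LPA, the probiotic that expresses Ang (1–7)) with no exercise (Sed) or treadmill exercise (Ex) at 12 cm/s on 5 days/wk, for 12 wk. The authors trimmed the reads, aligned them with STAR and deposited whole-number counts per gene, without normalization, for 32545 Ensembl gene IDs. Total counts per library ranged from 13203828 to 27563733 with a median of 16894528. The IDs carried no gene symbols, and the reference gene table at hand paired 0 of them with a symbol. Genes are therefore named by ID, the genes that the paper names by symbol were not looked up, and the gene set enrichments were not repeated.
From the counts onward, each tissue was fitted on its own in edgeR with a single group factor, as in the ∼group design of the paper. Genes with low counts were removed by the filter that edgeR sets from the smallest group, libraries were scaled by the trimmed mean of M values (TMM), and each comparison was a quasi-likelihood F test. A DEG had an FDR < 0.10 (Benjamini-Hochberg) and an absolute log2 fold change > 1, the thresholds of the paper. Standard errors (SE) are those that the test statistic implies for the log2 fold change, and CPM used library sizes scaled by TMM. DESeq2, the tool of the paper, limma voom, and other choices of filter and scaling were run as alternatives.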

Although RNAseq analysis packages like limma (49) and DESeq2 (50) can be utilized to generate linear models to test for interaction effects among groups, complex designs with relatively small samples sizes may be served better using the simpler approach of the ∼group design in DESeq2 (49, 50). The ∼group design collapses all levels into a single factor and is similar to adding interaction terms. As our principal interest was determining whether the LPAEx group had meaningful changes in gene expression compared with the other groups, we utilized the ∼group design for exploratory analyses to investigate differentially expressed genes (DEGs) for all groups compared with LPAEx in each respective tissue group. The statistical threshold for meaningful differences was set at an false discovery rate (FDR) < 0.10 (Benjamini-Hochberg) and an absolute log2fold change (|LFC|) > 1.0. DESeq2 was completed using R (v.4.1.2) and R Studio (v.2021.09.1). Gene lists with less than 15 genes were excluded from follow-up pathway analyses, while gene lists with > 15 DEGs were input into Enrichr (51). Gene set analyses were completed using BioPlanet 2019 as the reference database. The list of all Enrichr significant inputs (i.e., FDR < 0.10) can be found in Supplemental Tables S1–S5. The R package, *UpSetR* (v.1.4) was used to generate the UpSet plots (52) for visualizing the LPAEx comparisons across tissues. An integrative network analysis was also performed on microbiome ASVs data at genus taxonomy level, on tryptophan/kynurenine metabolome and mRNA sequencing data of the prefrontal cortex and liver using partial least squares regression analysis. This multivariate approach for integrative network analysis was set to include associations with |*r*| > 0.4 and a statistical level of significance of *P* < 0.05. The multilevel community detection method was performed using xMWAS (53), a data-driven integration and network analysis tool (v.0.552, accessed using the server-hosted Shiny app: https://kuppal.shinyapps.io/xmwas/) using only the CONSed and LPAEx group samples. Finally, raw and processed data files have been uploaded to Gene Expression Omnibus. The supplementary figures and tables were uploaded to Figshare public access data repository (https://doi.org/10.6084/m9.figshare.20750677).

## RESULTS

### Fecal Microbiome Composition and Abundance

#### Diversity within samples—α diversity analysis.

Given that our treatment intervention used bacteria as a vehicle to deliver Ang (1–7) and can potentially influence gut microbiome composition, we used microbiome 16S RNA sequencing on fecal samples collected following our multimodal intervention to assess changes in the composition of gut microbiota. Inverse Simpson and Shannon–Wiener Index values were used as measures of α diversity, or the diversity within each sample. Statistical analysis revealed that there were no significant interaction effects between treatment factors (i.e., probiotic × exercise intervention) on both α diversity indices (*P* ≥ 0.05). Similarly, there was no significant main effect of exercise in rats receiving LPA, LP, and CON treatments (*P* ≥ 0.05 for all comparisons; Fig. 2, *A* and *B*). However, there was a main effect of probiotic treatment, on both indices. The Inverse Simpson (*F*[2,56] = 4.44; *P* = 0.02) and Shannon–Wiener (*F*[2,56] = 4.27; *P* = 0.02) indices showed significantly higher α diversity among male rats receiving our experimental GMP.

**Figure 2.**
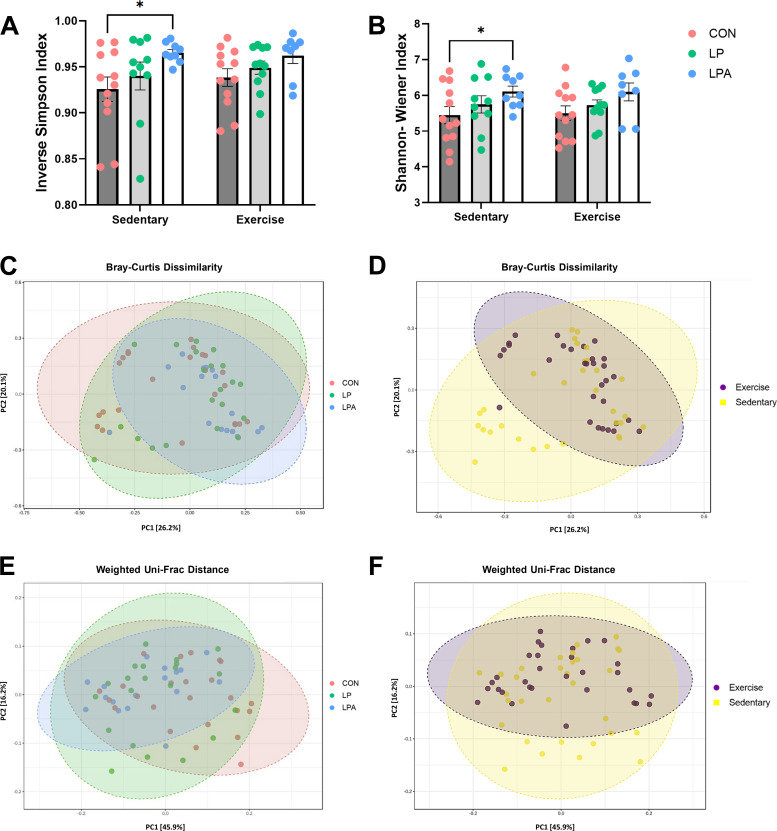
Fecal microbiome diversity analysis in aged male rats. Diversity within samples was assessed using Inverse Simpson and Shannon–Wiener indexes (*A* and *B*). Data were calculated using a mixed model analysis of variance followed by Bonferroni post hoc multiple comparisons correction. Probiotic treatment significantly altered the Inverse Simpson and Shannon–Wiener indexes showing a higher α diversity among probiotic groups. Diversity between samples was calculated using a permutational multivariable analysis of variance on Bray–Curtis dissimilarity and on Weighted Uni-Frac distances and were visually displayed through the principal coordinate analysis (PCoA) using the relative percentage abundance of amplicon sequence variants. The Bray–Curtis dissimilarity distance indicated a significant effect of exercise, but not of probiotic treatment (*C* and *D)* whereas the Weighted Uni-Frac distance revealed a main effect of probiotic but not of exercise training (*E* and *F).* Data are expressed as group means ± 1 SE; (*n* = 63 rats). *Statistical significance *P* ≤ 0.05. CON, Control; LP, *L. paracasei*; LPA, *L. paracasei* expressing Angiotensin (1–7).

#### Diversity between samples—β diversity analysis.

The distance measured between each pair of samples (i.e., β-diversity) was calculated using PERMANOVA on Bray–Curtis dissimilarity, Unweighted Uni-Frac, and Weighted Uni-Frac distances. The results were visually displayed through the principal coordinate analysis (PCoA) using the relative percentage abundance of amplicon sequence variants (ASVs) across the probiotic and exercise intervention groups. On Bray–Curtis dissimilarity distance, there were neither significant interaction effects between treatment factors (*F*[2,56] = 1.13; *P* = 0.31) nor a main effect of probiotics (*F*[2,56] = 1.50; *P* = 0.09). However, exercise significantly altered β diversity across groups (*F*[1,56] = 2.22; *P* = 0.03; Fig. 2, *C* and *D*). The Unweighted Uni-Frac distance did not reveal any statistically significant interaction nor a main effect of each treatment factor (Probiotic: (*F*[2,56] = 1.42; *P* = 0.10; Exercise (*F*[2,56] = 1.23; *P* = 0.19); Supplemental Fig. S1). The Weighted Uni-Frac distance showed a main effect of probiotic treatment (*F*[2,56] = 2.66; *P* = 0.01) but not of exercise training (Fig. 2, *E* and *F*).

### Differential Composition Analysis

Analysis of composition of microbiomes (ANCOM) with bias correction was utilized to examine ASVs that had statistically different abundance between treatment groups across different taxonomic levels. At the phylum level (Fig. 3*A*), the relative abundance of the different communities did not significantly differ between probiotic nor exercise intervention. ANCOM analyses were repeated at the genus level (Fig. 3, *B* and *C*) and showed that three genera were significantly altered by probiotic supplementation: *Faecalitalea*, *Entororhabdus*, and *Muribaculaceae unclassified*. Exercise did not significantly change any genera.

**Figure 3.**
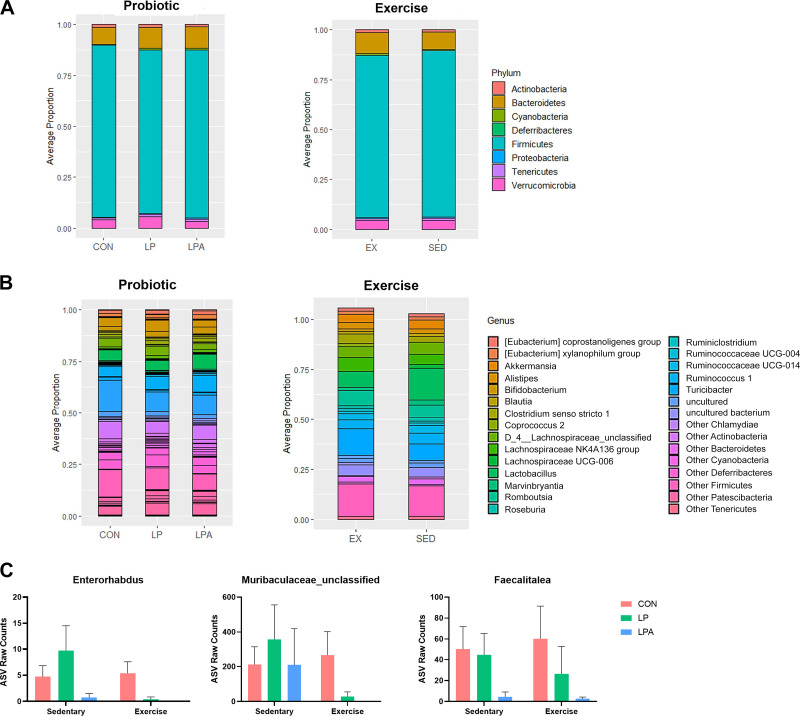
Fecal microbiome differential composition abundance in aged male rats at different taxonomic levels. Analysis of compositions of microbiomes (ANCOM) with bias correction was used to test for differential abundance of individual amplicon sequence variants (ASVs) at phylum and genus level. Raw ASV counts were filtered for any ASVs present in at least 30% of all samples. ANCOM detection limit was set to the default value of 0.7 and was run on centered log ratio transformed count data using false discovery rate (FDR) < 0.05. At the phylum level, there were no significant differences across either treatment factors (*A* and *B*). Similarly at genus level, there were no significantly different genera across exercise treatment groups but there were three genera significantly altered by probiotic treatment (*C*). Data are expressed as group means ± 1 SE; (*n* = 63 rats). CON, Control; LP, *L. paracasei*; LPA, *L. paracasei* expressing Angiotensin (1–7).

#### Targeted metabolomics of serum tryptophan/kynurenine pathway.

To investigate potential changes in the tryptophan/kynurenine signaling pathway that may modulate RAS components, gut microbiota, and physical and cognitive health outcomes on both treatment factors, we used LC-MS to explore systemic alterations of these metabolites. Differences between treatment factors on individual metabolite concentrations and normalized to tryptophan concentration are depicted in Fig. 4. Serum analysis showed no significant interaction effects between both treatment factors (*P* ≥ 0.05 for all comparisons). However, there was a significant main effect of exercise on tryptophan concentration (*F*[1,57] = 8.198; *P* = 0.01) and a significant effect of probiotic on picolinic acid (*F*[2,57] = 3.768; *P* = 0.04) (Fig. 4, *A* and *B*). Serum concentrations of serotonin, kynurenine, and kynurenic acid did not reveal any significant effect of exercise nor probiotic (Supplemental Fig. S2). Circulating levels of each metabolite adjusted to tryptophan concentration showed no significant main effect of each treatment factor across the different metabolite’s ratios (Fig. 4, *C–F*).

**Figure 4.**
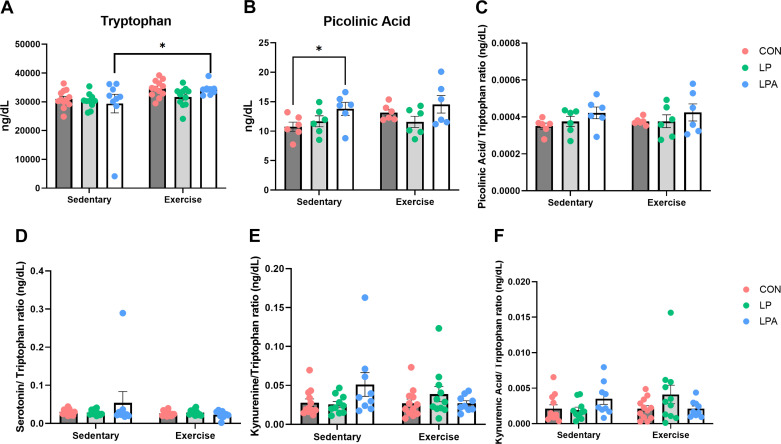
Differential metabolomics analysis on serum of tryptophan and kynurenine signaling pathway metabolites in aged male rats. Data were calculated using a mixed models’ analysis of variance with Bonferroni post hoc multiple comparisons correction. Individual tryptophan concentration on blood serum was significantly affected by exercise training (*A*) and picolinic acid concentration was significantly altered by our genetically modified probiotic (GMP) probiotic (*B*). There were no significant effects of each treatment factor across the different ratios (*C–F*). Data are expressed as group means ± 1 SE; (*n* = 63 rats). *Statistical significance *P* ≤ 0.05. CON, Control; LP, *L. paracasei*; LPA, *L. paracasei* expressing Angiotensin (1–7).

#### Multi-tissue differential gene expression, enrichment analysis, and integrative network analysis.

##### Prefrontal cortex.

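The prefrontal cortex was sequenced in 36 rats, 6 per group. Total counts ranged from 14398126 to 16218795 in LPAEx (median 15648376), from 13211009 to 16262699 in CONSed (14290368), from 13599515 to 16287299 in CONEx (14165118), from 13879346 to 16894528 in LPSed (14073084), from 13676374 to 17944320 in LPEx (15537485), and from 13279757 to 16783441 in LPASed (14132878). A gene counted as detected with at least 1 count. The exercised groups of the 3 treatments had on average 995 more detected genes than the sedentary groups (permutation test, p = 1e-05, the smallest that 100000 resamples give; adjusted p = 0.00015 over 15 comparisons of library measures in the 5 tissues), with means of 17230 ± 517 (SD, n = 6) in LPAEx and 16256 ± 377 (SD, n = 6) in LPASed. The 10 highest genes of a library took on average fewer of its counts with exercise, a difference of -3.71 percentage points (permutation test, p = 0.00056; adjusted p = 0.0042).
Expression of the hippocampus also differed between libraries. Of the genes measured, 97 were at least 3-fold higher in the hippocampus than in the prefrontal cortex. On a scale from 0, the median of the other prefrontal libraries, to 1, the median of the hippocampus, their median level was 1.20 in LPAEx rat 9 and 0.410 in CONSed rat 7 and at most 0.0924 in the other 34 libraries.

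**Figure D1:**
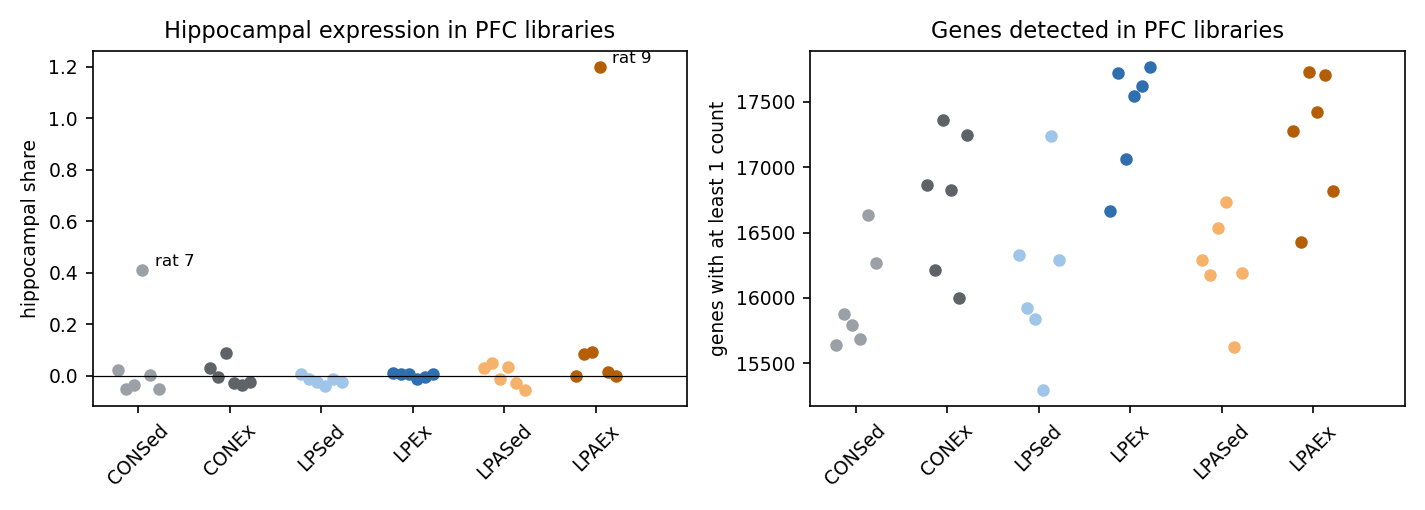
Hippocampal share (left, 0 is the median of the other prefrontal libraries and 1 the hippocampal median) and number of genes with at least 1 count (right) in each prefrontal cortex (PFC) library, by group. Points are libraries. LPAEx rat 9 at 1.20 and CONSed rat 7 at 0.410 sit above the rest on the left.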

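Across the 5 LPAEx comparisons of the prefrontal cortex, 324 distinct genes were DEGs, 260 of them upregulated and 64 downregulated. All came from the comparisons with the 3 sedentary groups. Of these genes, 176 were called only against LPASed, 53 only against LPSed, and 26 only against CONSed. A further 50 were called in 2 comparisons and 19 against all 3 sedentary groups. Among upregulated genes, the CONSed and LPASed comparisons shared 27, CONSed and LPSed 22, and LPASed and LPSed 38, and among downregulated genes they shared 8, 6, and 6. Because the same LPAEx libraries stood in every comparison, comparisons can share genes through these libraries. In 20 simulated sets the real LPAEx libraries were kept and the other groups were drawn at a common mean. The sets shared a median of 4, 6, and 5 upregulated genes, with highest values of 9, 10, and 15. Their lists had medians of 32.5 to 40 genes, shorter than the lists here. Any true LPAEx effect stays in such sets, so they do not show what is shared without a treatment effect. For downregulated genes the simulated medians were 1.5, 3, and 2 and the highest values 9, 5, and 5, in lists that were also shorter, so the 8 shared by CONSed and LPASed lay within the simulated range. With the LPAEx libraries divided so that no library stood in both comparisons, the median number of shared DEGs was 0, 0, and 1 over 10 divisions, with highest values of 5, 4, and 7. The lists had medians of 17.5 genes against CONSed and 123.5 to 157.5 against the others, so few genes could be shared with CONSed. By DESeq2 the comparisons shared 80, 61, and 87 DEGs of both directions, against 35, 28, and 44 by edgeR.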

Unique and shared DEG profiles across all comparisons for the prefrontal cortex are shown in the UpSet plot in Fig. 5*A* and Table 2. There were 170 DEGs for the LPAEx versus CONSed comparison with 140 genes upregulated and 30 downregulated (Fig. 5*B*). 

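In LPAEx versus CONSed, 57 genes were upregulated and 13 downregulated among the 15766 tested, and 2479 genes had an unadjusted p < 0.05. ENSRNOG00000007090 rose to 32.9 ± 12.6 CPM (SD, n = 6) from 15.6 ± 4.87 CPM in CONSed, a log2 fold change of 1.08 (SE 0.232, FDR = 0.0441 from edgeR), and ENSRNOG00000013147 rose to 49.1 ± 17.5 from 18.3 ± 6.84 CPM, a log2 fold change of 1.42 (SE 0.307). ENSRNOG00000058288 fell to 2.12 ± 0.620 from 6.28 ± 2.56 CPM, a log2 fold change of -1.56 (SE 0.312), and ENSRNOG00000029389 fell to 0.928 ± 0.521 from 4.30 ± 2.88 CPM, a log2 fold change of -2.20 (SE 0.480). The FDR of these last 3 genes was also 0.0441. Of the 57 upregulated genes, 35 had their highest level of all prefrontal libraries in LPAEx rat 7, and 3 were among the genes that mark hippocampus over prefrontal cortex (5.26% against 0.590% of the genes tested; Fisher's exact test, adjusted p = 0.0369 over 32 tests of gene groups). Fisher's tests here and below take genes as independent. Genes of a marker group can move together in 1 library, so these p-values do not measure the spread between rats.
ENSRNOG00000058482 was measured at 0.426 ± 0.470 CPM (SD, n = 6) in LPAEx and 2.00 ± 1.89 CPM in CONSed, a log2 fold change of -2.21 (SE 0.824) that did not pass the test (FDR = 0.172 from edgeR; 0.0726 by DESeq2 and 0.170 to 0.397 over the other fits set in advance). LPAEx rat 4 had 1.36 CPM of this gene and the other LPAEx libraries 0.121 to 0.409.
The count of 70 DEGs became 182 by DESeq2, 115 by limma voom, 36 without the filter, 1 with only these groups in the fit, and 0 with rat number as a block or without the 2 libraries with hippocampal expression (197 by DESeq2 without them). With the percent of counts in the 10 highest genes as a covariate it was 1, and the median log2 fold change of the 57 upregulated genes was 1.75 (median SE 0.4657) without the covariate and 1.83 (0.498) with it. Leaving out LPAEx rat 7 or CONSed rat 3 gave 0, CONSed rat 4 or 10 gave 1, CONSed rat 6 gave 30, LPAEx rat 11 gave 42, CONEx rat 5 gave 116, LPAEx rat 9 gave 129, LPAEx rat 12 gave 144, and CONSed rat 8 gave 237.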

*Ms4r15*, *Frmd7*, and *Itga10* were the most upregulated with *Lemd2, Dma1*, and an unannotated gene (i.e., *ENSRNOG00000058482*) the most downregulated genes. Gene set enrichment analyses highlighted extracellular matrix regulation and brain-derived neurotrophic factor (BDNF) signaling as key processes associated with the DEG signature (Fig. 5*C*). Likewise, there were 317 DEGs altered in the LPAEx versus LPASed comparison (i.e., 262 up- and 55 downregulated genes; Fig. 5*D*). 

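LPAEx versus LPASed, the comparison of exercised with sedentary rats that received the Ang (1–7) probiotic, gave 191 upregulated and 45 downregulated genes, with 3239 genes at an unadjusted p < 0.05. Over the 191 upregulated genes, the mean log2 CPM of LPAEx was 2.88 ± 0.496 (SD, n = 6) and that of LPASed 1.45 ± 0.20015 (SD, n = 6). All 6 LPAEx libraries were above the highest LPASed library, which is what the choice of genes favors. The median log2 difference from LPASed over these genes was 2.00 in LPAEx rat 7 and 1.26 for the 6 LPAEx libraries as a whole. LPAEx rat 7 had the highest level of 91 of the 191 genes and LPAEx rat 9 of 28. The 3 highest means over these genes were those of LPAEx rat 7 (3.68), CONEx rat 5, and LPAEx rat 6 (3.19). These 3 libraries also had the lowest shares of counts in brain-enriched genes of the 36: 15.8% (95% Wilson interval 15.79% to 15.82%) in LPAEx rat 7, 17.1% (17.08% to 17.12%) in LPAEx rat 6, and 17.6% (17.60% to 17.64%) in CONEx rat 5. LPAEx rat 7 had the highest shares in genes enriched in liver (0.368%, 0.365% to 0.371%), colon (0.215%, 0.213% to 0.217%), and muscle (0.211%, 0.209% to 0.214%). The intervals cover counting error only, not the spread between rats. Genes that mark hippocampus over prefrontal cortex made up 14 of the 191 (7.33%; Fisher's exact test, adjusted p = 1.87e-10), and genes that mark prefrontal cortex over hippocampus made up 2 of the 45 downregulated genes (4.44% against 0.292% of the genes tested; adjusted p = 0.0487).
The count of 236 DEGs was 319 by DESeq2 and 321 without the 2 libraries with hippocampal expression. It fell to 103 with only these groups in the fit, to 113 without LPAEx rat 7, to 138 without LPASed rat 4, and to 155 without LPASed rat 5, and rose to 384 by DESeq2 without the 2 libraries.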

The most significant genes upregulated in this comparison were *Stoml3*, *Frmd7*, and *Pgc* whereas *Pdcd5, Plat*, and an unannotated gene (i.e., *ENSRNOG00000050660*) were the most downregulated genes. 

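Among the upregulated genes with the smallest p in LPAEx versus LPASed, ENSRNOG00000051170 was 206 ± 58.9 CPM (SD, n = 6) in LPAEx and 101 ± 18.5 CPM in LPASed, a log2 fold change of 1.03 (SE 0.191, FDR = 0.00858 from edgeR). ENSRNOG00000020250 was 11.5 ± 2.12 and 4.84 ± 1.51 CPM, a log2 fold change of 1.25 (SE 0.238, FDR = 0.0101). ENSRNOG00000050660 fell from 11.3 ± 18.1 CPM in LPASed to 0.823 ± 0.146 CPM in LPAEx, a log2 fold change of -3.77 (SE 0.674, FDR = 0.00697). LPASed rat 6 had 46.8 CPM of this gene and the other LPASed libraries 0.938 to 14.4 CPM. ENSRNOG00000019926 fell from 81.2 ± 22.3 to 37.9 ± 12.2 CPM, a log2 fold change of -1.10 (SE 0.205, FDR = 0.00858). Without the 2 libraries with hippocampal expression the log2 fold change of ENSRNOG00000019926 was -0.95 (FDR = 0.0143), on the other side of the fold change threshold.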

The follow-up enrichment analyses revealed an association with calcium signaling pathway processes (Fig. 5*E*). Similarly, there were 203 DEGs modulated in the comparison of LPAEx against LPSed (i.e., 163 up- and 40 downregulated genes; Fig. 5*F*). 

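In LPAEx versus LPSed, 84 genes were upregulated and 22 downregulated, and 2607 genes had an unadjusted p < 0.05. ENSRNOG00000055721 rose from 10.7 ± 4.08 CPM (SD, n = 6) in LPSed to 27.5 ± 11.2 CPM in LPAEx, a log2 fold change of 1.36 (SE 0.280, FDR = 0.0138 from edgeR), and ENSRNOG00000024730 rose from 11.3 ± 5.36 to 34.7 ± 19.4 CPM, a log2 fold change of 1.62 (SE 0.339, FDR = 0.0153). ENSRNOG00000012404 fell from 99.7 ± 17.5 to 44.1 ± 18.5 CPM, a log2 fold change of -1.18 (SE 0.230, FDR = 0.0119), and ENSRNOG00000043866 fell from 14230 ± 3333 to 7082 ± 2098 CPM, a log2 fold change of -1.01 (SE 0.215, FDR = 0.0153). ENSRNOG00000049394 was 1.25 ± 1.01 CPM in LPAEx and 14.3 ± 25.5 CPM in LPSed, a log2 fold change of -3.51 (SE 1.24) that did not pass the test (FDR = 0.130 from edgeR; 0.0464 by DESeq2 and 0.132 to 0.607 over the other fits set in advance). LPSed rat 4 had 64.8 CPM of this gene, and the other LPSed libraries 0.217 to 16.3 CPM. Of the 84 upregulated genes, 50 were highest in LPAEx rat 7 and 19 in LPAEx rat 9, and 8 were among the genes that mark hippocampus over prefrontal cortex (Fisher's exact test, adjusted p = 5.22e-07).
The count of 106 DEGs became 197 by DESeq2, 21 with rat number as a block, 36 with only these groups in the fit, and 224 by DESeq2 without the 2 libraries with hippocampal expression. With the percent of counts in the 10 highest genes as a covariate edgeR called 0 (2313 genes at an unadjusted p < 0.05), and the median log2 fold change of the 84 upregulated genes was 1.56 (median SE 0.458) without the covariate and 1.56 (0.512) with it. The count was 34 without LPAEx rat 7, 46 without LPSed rat 7, 57 without LPSed rat 5, 66 without LPSed rat 8, 161 without LPSed rat 10, 162 without LPAEx rat 4, and 167 without LPAEx rat 12.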

The genes significantly upregulated by this comparison were *Stoml3*, *Rd3*, and *S100a5* whereas the most downregulated genes were the unannotated gene *ENSRNOG00000049394*, *Pcsk1n*, and *Lemd2*. Follow-up enrichment analysis of DEGs showed an association with interleukin 1 regulation of extracellular matrix and brain-derived neurotrophic factor (BDNF) signaling pathways (Fig. 5*G*). 

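In the prefrontal cortex, edgeR called 0 DEGs in LPAEx versus CONEx, with 1579 genes at an unadjusted p < 0.05, and 0 in LPAEx versus LPEx, with 1153 genes at an unadjusted p < 0.05. DESeq2 called 3 upregulated genes against CONEx and 14 upregulated genes against LPEx, and limma voom called 0 in each. Of the genes named at the sedentary comparisons, ENSRNOG00000013147 was 41.3 ± 21.3 CPM (SD, n = 6) in CONEx and 36.4 ± 12.9 CPM in LPEx, and ENSRNOG00000024730 was 20.6 ± 12.8 and 22.4 ± 5.08 CPM, each below its mean in LPAEx and above its mean in the 3 sedentary groups. These are examples, and not every named gene lay between LPAEx and the sedentary groups. ENSRNOG00000058482 was 1.09 to 2.93 CPM in the CONEx libraries and 1.41 to 4.00 CPM in those of LPEx, within its 0 to 4.64 CPM in CONSed. On counts simulated with the dispersions of this tissue and 6 libraries per group, edgeR called 77.6% of genes changed 4-fold and 81.8% of those changed 8-fold. Some changes of these sizes could therefore be missed. It called 31.3% of genes changed 2-fold, a change that lies on the fold change threshold itself. Leaving out CONEx rat 5 gave 151 DEGs against CONEx, LPAEx rat 4 gave 18, CONEx rat 9 gave 11, CONSed rat 8 gave 2, and LPAEx rat 9 or LPSed rat 8 gave 1. Leaving out LPAEx rat 4 gave 8 DEGs against LPEx, and DESeq2 without the 2 libraries with hippocampal expression gave 51.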

Comparisons to the other exercise groups exhibited minimal differences in DEGs with the LPEx upregulating 14 DEGs whereas the comparison with CONEx revealed only 4 DEGs (3 up- and 1 downregulated genes) (Table 2). The integrative network analysis revealed seven communities (|*r*| > 0.4 and *P* < 0.05) associated to the metabolome, the microbiome, and the prefrontal cortex mRNA sequencing data (Fig. 5*H*). Among the most apparent correlations, tryptophan (C1: gold) was negatively associated to different genes of *communities 5* and *6*. The genus *Akkermansia* (C6: orange) was positively correlated with kynurenine and kynurenic acid (|*r*| = 0.5; *P* < 0.05). When using only the control sedentary male animal samples (i.e., CONSed; Fig. 5*I*), the multilevel communities detection method identified five communities of tight correlated metabolites, genera, and genes while using only the LPAEx samples (Fig. 5*J*) revealed six different communities. Most of the multilevel communities pairwise correlation results showed negative associations of microbiome and metabolome on LPAEx samples, except for *Lactobacillus* genus (C1: gold). This genus was positively correlated to serotonin and kynurenic acid (|*r*| > 0.8; *P* < 0.05) whereas picolinic acid (C6: orange) was negatively correlated with *Bacteroides* genus (C4: yellow).

**Figure 5.**
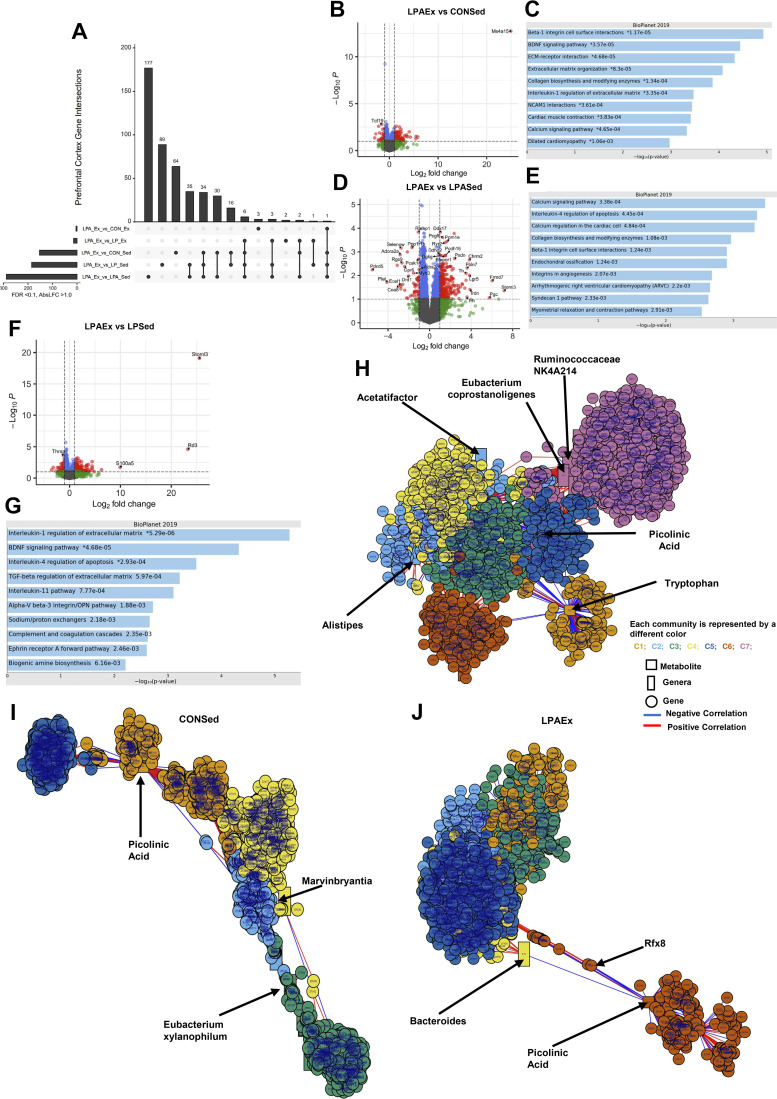
Differential gene expression analysis on prefrontal cortex of aged male rats. Differential expressed genes (DEGs) were calculated using DESeq 2 for all groups compared to *Lactobacillus paracasei* expressing angiotensin (1–7) + exercise group (LPAEx) using false discovery rate (FDR) < 0.10 and log2fold change > 1.0. Upset graph displays the transcriptomics analysis of prefrontal cortex using LPAEx as the comparator across groups (*A*). Data showed a significant effect of exercise training when compared with sedentary groups. The volcano plots display the DEGs in each comparison. Our multimodal intervention modulated 170 genes in the comparison of LPAEx against control + sedentary group (CONSed) (upregulated 140 DEGs; *B*). Exercise training altered 317 genes (upregulated 262 DEGs; *D*) in the comparison between LPAEx vs. *L. paracasei* expressing angiotensin (1–7) + sedentary group (LPASed) and 203 genes between LPAEx vs. *L. paracasei* + sedentary group (LPSed) (upregulated 163 DEGs; *F*). The enrichment pathway analysis presents the top 10 most significant pathways of the DEGs upregulated in each comparison (*C, E*, and *G*). These analyses showed an association with markers of calcium signaling, extracellular matrix re-modeling, and of brain-derived neurotrophic factor signaling pathways. Integrative network analysis of tryptophan/kynurenine pathway metabolites, 16S RNA microbiome data at genus level, and prefrontal cortex mRNA sequencing data using partial least square at |*r*| > 0.4 and *P* < 0.05 using the xMWAS data integration tool (*H*). The multilevel community detection method revealed seven communities (*C1*–*C7*) associated to tryptophan metabolite (*C1*: gold) and picolinic acid (*C5*: dark blue) along with different *genera* and genes. In addition, the multilevel community detection method using only the control sedentary male animal samples (i.e., CONSed) set at |*r*| > 0.8 and *P* < 0.05 detected five different communities (*C1*–*C5*; *I*). Using only the genetic modified probiotic expressing angiotensin (1–7) combined with exercise training samples (i.e., LPAEx) revealed six different communities (*C1*–*C6*; *J*) correlated to picolinic acid (*C6*: orange) and Bacteroides (*C4*: yellow) along with the different genera and genes. In the volcano plots, gray dots stand for nonsignificant genes; blue dots present genes that had FDR < 0.10; green dots show genes with log2fold change > 1.0; red dots represent the DEGs with both criteria FDR < 0.10 and log2fold change > 1.0; (*n* = 4–6 rats).

**Table 2.** Differentially gene expression and pathway analysis using LPAEx as the comparator group on prefrontal cortex

Group Compared with LPAEx	Total DEGs	Upregulated	Downregulated	Top Three Genes Up/Downregulated	Top Relevant BioPlanet 2019 Pathways	FDR
*LPASed*	317	262	55		***All DEGs***	
					Calcium signaling pathway	0.006
					Hypothetical network for drug addiction	0.012
				*Stoml3*	***Upregulated DEGs***	
				*Frmd7*	Calcium signaling pathway	0.072
				*Pgc*	Collagen biosynthesis and modifying enzymes	0.072
				*Pdcd5*	***Downregulated DEGs***	
				*Plat*	GPCR ligand	<0.001
				*ENSRNOG00000050660*	Neuroactive ligand-receptor interaction	0.012
*LPEx*	14	14	0		***All DEGs:***	N/A
				*C1ql2*	***Upregulated DEGs***	
				*Scara5*		N/A
				*Twist1*		
					***Downregulated DEGs***	N/A
*LPSed*	203	163	40		***All DEGs***	
					Interleukin-1 regulation of extracellular matrix	0.007
					BDNF signaling pathway	0.038
				*Stoml3*	***Upregulated DEGs***	
				*Rd3*	Interleukin-1 regulation of extracellular matrix	0.002
				*S100a5*	BDNF signaling pathway	0.010
					Interleukin-4 regulation of apoptosis	0.041
				*ENSRNOG00000049*	***Downregulated DEGs***	
				*394*		
				*Pcsk1n*		N/A
				*Lemd2*		
*CONEx*	4	3	1		***All DEGs***	N/A
				*Cd74*	***Upregulated DEGs***	N/A
				*Vim*		
				*Aebp1*		
				*Tnnc2*	***Downregulated DEGs***	N/A
*CONSed*	170	140	30		***All DEGs***	
					Beta-1 integrin cell surface interactions	0.005
					BDNF signaling pathway	0.007
				*Ms4a15*	***Upregulated DEGs***	
				*Frmd7*	Beta-1 integrin cell surface interactions	0.002
				*Itga10*	BDNF signaling pathway	0.005
				*Lemd2*	***Downregulated DEGs***	
				*RT1-DMa*		N/A
				*ENSRNOG00000058482*		

The pathway analysis were performed using Bioplanet2019 as the reference database in all comparisons with > 15 genes differently expressed. Pathways with a FDR < 0.10 were considered statistically significant. CONEx, control + exercise group; CONSed, control + sedentary group; DEG, differential expressed genes; FDR, false discovery rate; LPEx: *Lactobacillus paracasei* + exercise group; LPSed, *Lactobacillus* paracasei + sedentary group; LPAEx, *Lactobacillus paracasei* expressing angiotensin (1–7) + exercise group; LPASed, *Lactobacillus* paracasei + sedentary group; N/A, not applicable.

### Liver

We observed a strong transcriptional response in the liver across comparisons, with unique and shared DEGs across comparisons shown in Fig. 6*A* and Table 3. 

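The liver was sequenced in 35 libraries. Total counts ranged from 16727570 to 22928371 in LPAEx (median 18910072), from 17157929 to 24146291 in CONSed (18623609), from 15423456 to 22435058 in CONEx (19636282), from 14555229 to 17606019 in LPSed (16704752), from 16036748 to 18485094 in LPEx (17268363, n = 5), and from 17344810 to 20911436 in LPASed (18920833). In 33 libraries the 380 genes enriched in liver, each with a median of at least 20 CPM and at least 10-fold above every other tissue, took 40.7% to 50.2% of the counts. In LPAEx rat 7 they took 0.379% (95% Wilson interval 0.376% to 0.381%), while the 411 genes enriched in colon took 10.3% (10.26% to 10.28%), within the 5.75% to 14.8% of the colon libraries. In LPEx rat 4 the liver-enriched genes took 0.0891% (0.0877% to 0.0905%), while the 203 genes enriched in muscle took 36.5% (36.46% to 36.50%), within the 33.7% to 44.8% of the muscle libraries. These intervals cover counting error only. Across genes, which are not independent replicates, the log2 CPM of LPAEx rat 7 had a Pearson r of 0.968 with the median colon library and 0.798 with the median liver library, and LPEx rat 4 had 0.975 with muscle and 0.738 with liver. Each count of liver DEGs in an LPAEx comparison is given with all 35 libraries, as planned, and without these 2 libraries, an alternative added after the data were seen. Single genes are given with all libraries, and without the 2 only where stated.

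**Figure D2:**
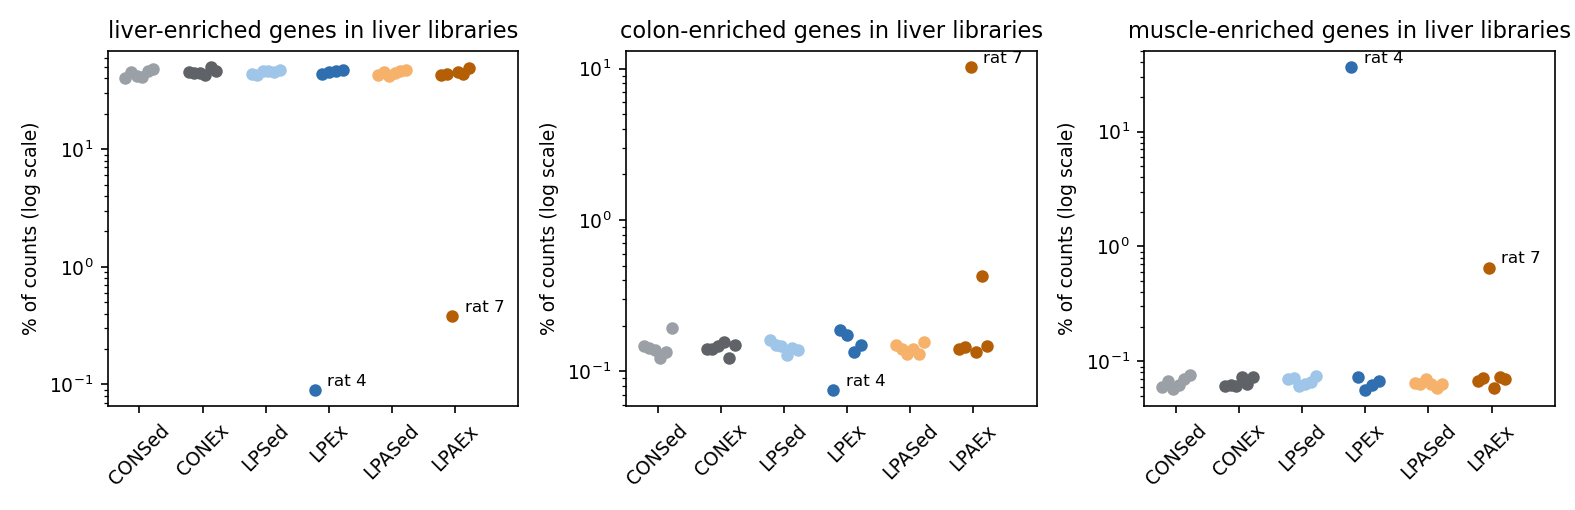
Percent of counts in genes enriched in liver, colon, and muscle (log scale) in each liver library, by group. Points are libraries. LPAEx rat 7 and LPEx rat 4 hold 0.379% and 0.0891% of counts in liver-enriched genes, and the other 33 libraries 40.7% to 50.2%.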

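With all libraries, 2190 distinct genes were DEGs in the liver across the 5 LPAEx comparisons. Of these, 549 were called against CONSed, CONEx, LPASed, and LPSed alike, 811 only against LPEx, 169 only against CONEx, 60 only against LPSed, 47 only against LPASed, and 39 only against CONSed. Without LPAEx rat 7 and LPEx rat 4 there were 170 distinct DEGs, of which 29 were called against those 4 groups, 71 only against CONEx, 11 only against CONSed, 8 only against LPSed, and 4 only against LPASed. By DESeq2 without them the distinct DEGs numbered 378. Without the 2 libraries, the pairs of comparisons among those 4 groups shared 32 to 59 upregulated genes. Simulated sets that kept the real LPAEx libraries, and so any LPAEx effect, had medians of 4 to 5.5 and a highest value of 12. Their upregulated lists had medians of 8.5 to 13 genes, shorter than the lists here. With the LPAEx libraries divided so that none stood in both comparisons, the median number of shared DEGs was 0 to 2.5 over 10 divisions, with a highest value of 5. In these divisions 1 list had a median of 2.5 to 12.5 genes and the other of 633 to 770.5, so few genes could be shared.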

The LPAEx versus CONSed comparison resulted in 73 DEGs (63 up- and 10 downregulated; Fig. 6*B*). 

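In LPAEx versus CONSed with all liver libraries, 790 genes were upregulated and 14 downregulated among the 14002 tested, and 2361 had an unadjusted p < 0.05. Genes enriched in colon made up 153 of the 790 upregulated genes (19.4% against 1.80% of the genes tested; Fisher's exact test, adjusted p = 5.10e-127 over 48 tests of gene groups), and none of the 380 liver-enriched genes was among them. LPAEx rat 7 alone can raise the colon-enriched genes together, so this p-value is no measure over rats. Over the upregulated genes, the median log2 difference from CONSed was 3.98 in LPAEx rat 7 and 1.93 in LPAEx rat 11. It was 0.24 in rat 4, 0.05 in rat 6, 0.12 in rat 9, and 0.24 in rat 12. Without LPAEx rat 7 and LPEx rat 4, 50 genes were upregulated and 6 downregulated, with 1451 genes at an unadjusted p < 0.05. Of these 56 DEGs, 52 were also called with all libraries, and 44 of the 50 upregulated genes had their highest level in LPAEx rat 11. DESeq2 called 985 upregulated and 30 downregulated genes with all libraries and 66 and 11 without the 2. Leaving out LPAEx rat 11 as well gave 10 DEGs.
The count of 804 DEGs was 12 by limma voom with weights for each library, 1 with rat number as a block, and 3 with only these groups in the fit. It was 13 without LPAEx rat 7, 255 without CONSed rat 7, 355 without CONSed rat 8, 382 without CONSed rat 6, 390 without CONSed rat 3, 430 without CONSed rat 4, 487 without LPAEx rat 11, and 1233 without LPAEx rat 9.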

The most significant genes upregulated by this comparison were *A1bg, Ank1*, and *Rrm2* whereas *Ube2b*, an unannotated gene (i.e., *ENSRNOG00000048864*) and *Dbp* were the most downregulated. 

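ENSRNOG00000046912 fell to 25.0 ± 5.20 CPM (SD, n = 6) in LPAEx from 74.6 ± 15.3 CPM in CONSed, a log2 fold change of -1.58 (SE 0.244, FDR = 0.00388 from edgeR) that was -1.61 without LPAEx rat 7 and LPEx rat 4 (FDR = 3.1e-05). ENSRNOG00000009329 fell to 11.4 ± 6.89 from 50.1 ± 12.5 CPM, a log2 fold change of -2.14 (SE 0.415, FDR = 0.0166), and was -2.33 without the 2 libraries (FDR = 0.00518). ENSRNOG00000048864 fell to 0.746 ± 0.654 from 9.11 ± 5.82 CPM, a log2 fold change of -3.63 (SE 0.856, FDR = 0.0231), and was -3.38 without the 2 libraries (FDR = 0.0635). The upregulated genes with the smallest p depended on LPAEx rat 7, or on LPAEx rats 7 and 11. ENSRNOG00000054890 had a log2 fold change of 4.13 (SE 0.754, FDR = 0.0166), 2.76 without the 2 libraries (FDR = 0.0462), and 0.07 when LPAEx rat 11 was left out too (FDR = 0.998). ENSRNOG00000029401 had a log2 fold change of 9.93 (SE 1.89, FDR = 0.0166) with 1874 CPM in its highest LPAEx library, and reversed to -0.07 without LPAEx rat 7.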

The gene set enrichment pathway analyses highlighted interleukin 7 signaling pathway and interleukin 4 regulation of apoptosis (Fig. 6*C*). 

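In LPAEx versus CONEx with all liver libraries, 1118 genes were upregulated and 7 downregulated, with 2465 at an unadjusted p < 0.05, and colon-enriched genes made up 165 of the upregulated genes (14.8%; Fisher's exact test, adjusted p = 2.02e-119). Without LPAEx rat 7 and LPEx rat 4, 136 genes were upregulated and 2 downregulated, with 1609 at an unadjusted p < 0.05, and 130 of these 138 DEGs were also called with all libraries. This was the highest count of the 5 liver comparisons without the 2 libraries, and by DESeq2 without them (274 upregulated and 8 downregulated). With all libraries the highest count was that against LPEx. LPAEx rat 11 had the highest level of 132 of the 136 upregulated genes, at a median log2 difference of 4.42 from CONEx, and the mean over LPAEx rats 4, 6, 9, and 12 was at least 1 above CONEx on the log2 scale for 7 of them. Leaving out LPAEx rat 11 in addition gave 1 DEG.
The count of 1125 DEGs was 1 by limma voom, and 0 with rat number as a block (1456 genes at an unadjusted p < 0.05) or with only these groups in the fit (1654 genes). Leaving out LPAEx rat 7 gave 17 and LPAEx rat 11 gave 643.

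**Figure D3:**
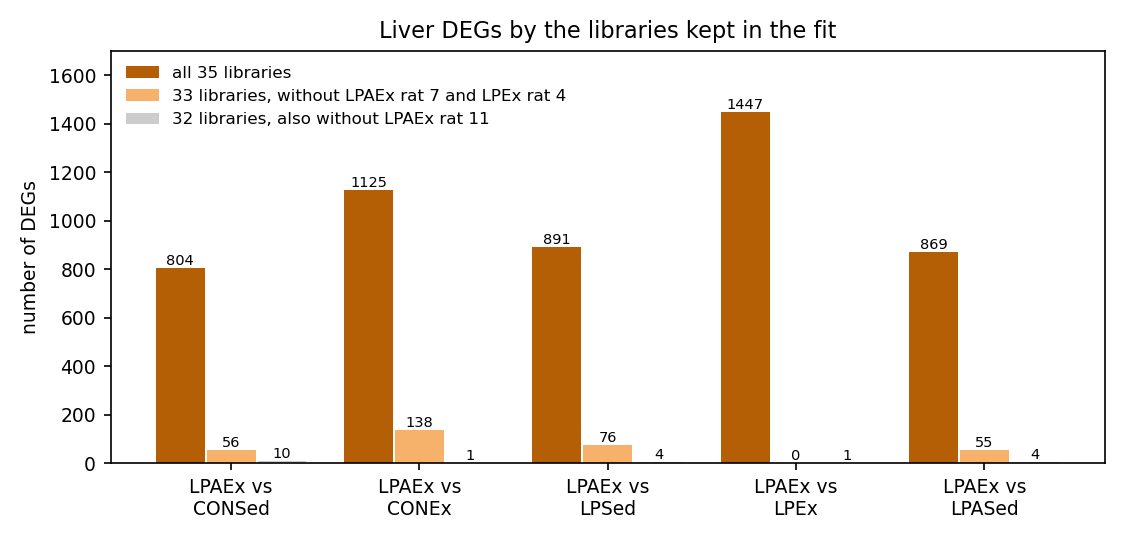
Number of liver DEGs (FDR < 0.10, absolute log2 fold change > 1, edgeR) in each LPAEx comparison with all 35 libraries, without the 2 libraries closest to another tissue, and without these and LPAEx rat 11. Bars start at 0 and carry their counts, from 1447 against LPEx with all libraries down to 0 without the 2.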

The comparison of LPAEx versus CONEx group exhibited the highest amount of DEGs with a total of 258 genes (252 up- and 6 downregulated; Fig. 6*D*) while the comparison versus LPEx had minimal differences in gene expression (*n* = 19 total). 

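ENSRNOG00000009329 fell to 11.4 CPM in LPAEx from 28.5 ± 12.7 CPM (SD, n = 6) in CONEx, a log2 fold change of -1.32 (SE 0.406, FDR = 0.0479 from edgeR). It was -1.51 without LPAEx rat 7 and LPEx rat 4 (FDR = 0.0772). ENSRNOG00000060662 fell to 0.0683 ± 0.0575 from 0.469 ± 0.199 CPM, a log2 fold change of -2.76 (SE 0.792, FDR = 0.0352) that missed the threshold without LPAEx rat 7 and LPEx rat 4 (FDR = 0.120). ENSRNOG00000009079 rose to 5.67 ± 8.03 from 0.335 ± 0.190 CPM, a log2 fold change of 4.07 (SE 0.738, FDR = 0.0135), and was 3.62 without the 2 libraries (FDR = 0.0310). ENSRNOG00000054890 had a log2 fold change of 4.39 (SE 0.764, FDR = 0.0135), 3.02 without the 2 libraries (FDR = 0.0310). With LPAEx rat 11 left out too, ENSRNOG00000009079 was at 0.83 and ENSRNOG00000054890 at 0.33. ENSRNOG00000004419 was 0.237 ± 0.193 CPM in LPAEx, with LPAEx rat 7 at 0.624 and the others at 0.104 to 0.204, and 1.88 ± 4.05 CPM in CONEx, with CONEx rat 7 at 10.1 and the others at 0.0470 to 0.437. Its log2 fold change of -2.88 (SE 1.07) did not pass the test (FDR = 0.112; 0.0507 by DESeq2), and was 0.11 without CONEx rat 7.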

The most significant genes upregulated by the LPAEx versus CONEx comparison were *A2m* and *Ank1* whereas an unannotated gene (i.e., *ENSRNOG00000004419*), *Zswim8, Nfr*, *and Nr1d1* were the most downregulated genes. Gene set enrichment pathway analyses were associated with interleukin 2 signaling and interleukin 4 regulation of apoptosis (Fig. 6*E*). 

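In the liver comparisons of LPAEx with LPASed and LPSed, as with CONSed, the genes called with all libraries were mostly higher in LPAEx. Genes enriched in colon made up 160 of 860 upregulated genes against LPASed (18.6%) and 155 of 882 against LPSed (17.6%), with no liver-enriched gene in either set. The comparisons with CONSed and LPASed shared 626 upregulated genes, those with CONSed and LPSed 644, and those with LPASed and LPSed 682. Simulated sets that kept the real LPAEx libraries, LPAEx rat 7 included, and so any LPAEx effect, shared medians of 190, 185.5, and 184. Their lists had medians of 368.5 to 381.5 genes, shorter than the lists here. With the LPAEx libraries divided so that none stood in both comparisons, the medians of shared DEGs were 118, 123.5, and 146 over 10 divisions, in lists with medians of 318 to 1233.5 genes. Without LPAEx rat 7 and LPEx rat 4, LPAEx rat 11 had the highest level of 49 of the 51 genes upregulated against LPASed and of 66 of the 72 upregulated against LPSed.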

The other comparisons with abundant DEGs were against the sedentary groups with most of the different genes expressed being upregulated. The comparison versus the LPASed resulted in 112 DEGs (105 up- and 7 downregulated; Fig. 6*F*). 

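With all liver libraries, LPAEx versus LPASed gave 860 upregulated and 9 downregulated genes, and 2249 genes had an unadjusted p < 0.05. Without LPAEx rat 7 and LPEx rat 4 it gave 51 and 4 (1395 genes at an unadjusted p < 0.05), and 50 of these 55 DEGs were also called with all libraries. DESeq2 gave 1042 and 20 with all libraries and 118 and 8 without the 2. Leaving out LPAEx rat 11 as well gave 4. The count of 869 was 6 by limma voom and 0 with rat number as a block (1227 genes at an unadjusted p < 0.05) or with only these groups in the fit (1335 genes). It was 14 without LPAEx rat 7, 403 without LPAEx rat 11, 409 without LPASed rat 9, 433 without LPASed rat 6, 470 without LPASed rat 5, and 517 without LPASed rat 7.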

The most significant genes upregulated by LPAEx against LPASed were an unannotated gene (i.e., *ENSRNOG00000037549*), *A1bg*, and *Ank1* whereas *Ube2b*, the unannotated gene *ENSRNOG00000048864* and *Nr1d1* were the most downregulated genes. 

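ENSRNOG00000037549 was 46.8 ± 97.6 CPM (SD, n = 6) in LPAEx and 0.960 ± 1.47 CPM in LPASed, a log2 fold change of 5.59 (SE 1.73, FDR = 0.0638 from edgeR). LPAEx rat 12 had 244 CPM of this gene and the other LPAEx libraries 0 to 35.5 CPM, and without LPAEx rat 7 and LPEx rat 4 the FDR was 0.105. ENSRNOG00000014703 rose to 1.67 ± 1.39 from 0.332 ± 0.138 CPM, a log2 fold change of 2.31 (SE 0.431, FDR = 0.0199), and ENSRNOG00000054890 had a log2 fold change of 4.07 (SE 0.752, FDR = 0.0199), which was 0.00 without the 2 libraries and LPAEx rat 11. ENSRNOG00000048864 fell to 0.746 from 4.86 ± 6.30 CPM, a log2 fold change of -2.72 (SE 0.830, FDR = 0.0597) that missed the threshold without the 2 libraries (FDR = 0.184). LPASed rat 9 had 17.2 CPM of it and the other LPASed libraries 0.659 to 5.51 CPM. ENSRNOG00000046912 fell from 54.6 ± 6.53 CPM, a log2 fold change of -1.13 (SE 0.242), and ENSRNOG00000009329 from 41.7 ± 14.2 CPM, a log2 fold change of -1.87 (SE 0.412), each with an FDR of 0.0199. Without the 2 libraries ENSRNOG00000009329 was -2.06 (FDR = 0.0224).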

The follow-up enrichment pathway analyses highlighted glycoprotein VI-mediated activation cascade and leukocyte transendothelial migration processes (Fig. 6*G*). The comparison against LPSed resulted in 143 different genes (137 up- and 10 downregulated) and upregulated *A1bg, the unannotated gene (i.e., ENSRNOG00000009329)* and *Ank1* whereas downregulated *Nr1d1*, *Hsd17b2*, and *Dbp* genes (Fig. 6*H*). 

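In LPAEx versus LPSed with all liver libraries, 882 genes were upregulated and 9 downregulated, with 2218 at an unadjusted p < 0.05. ENSRNOG00000009329 fell from 44.5 ± 13.2 CPM (SD, n = 6) in LPSed, a log2 fold change of -1.97 (SE 0.413, FDR = 0.0185 from edgeR), and was -2.16 without LPAEx rat 7 and LPEx rat 4 (FDR = 0.0202). ENSRNOG00000046912 fell from 58.5 ± 11.2 CPM, a log2 fold change of -1.23 (SE 0.242). ENSRNOG00000054890 had a log2 fold change of 4.22 (SE 0.757), and ENSRNOG00000001414 one of 5.74 (SE 1.11), with 157 CPM in its highest LPAEx library and 0.531 ± 0.289 CPM in LPSed. The FDR of these last 3 genes was 0.0185. Without the 2 libraries and LPAEx rat 11, ENSRNOG00000054890 was at 0.15 and ENSRNOG00000001414 reversed to -0.17. Without the 2 libraries, 72 genes were upregulated and 4 downregulated (1436 at an unadjusted p < 0.05), and 70 of these 76 DEGs were also called with all libraries. By DESeq2 the counts were 1053 and 17 with all libraries and 150 and 10 without the 2.
The count of 891 was 6 by limma voom and 0 with rat number as a block (1102 genes at an unadjusted p < 0.05) or with only these groups in the fit (1286 genes). It was 16 without LPAEx rat 7, 464 without LPSed rat 8, 480 without LPSed rat 13, 484 without LPAEx rat 11, 545 without LPSed rat 5, and 578 without LPSed rat 7, and 4 without the 2 libraries and LPAEx rat 11.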

The follow-up enrichment analyses showed associations with interleukin 2 signaling pathways and endogenous Toll-like receptor signaling (Fig. 6*I*). 

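In LPAEx versus LPEx with all liver libraries, 740 genes were upregulated and 707 downregulated, and 3750 had an unadjusted p < 0.05. Genes enriched in muscle made up 85 of the 707 downregulated genes (12.0% against 0.650% of the genes tested) and genes enriched in colon 167 of the 740 upregulated genes (22.6%). ENSRNOG00000004078 was 3.75 ± 1.10 CPM (SD, n = 6) in LPAEx, and in LPEx it was 11854 CPM in its highest library and 2374 ± 5300 CPM (SD, n = 5) on average, a log2 fold change of -9.30 (SE 1.52, FDR = 0.00229 from edgeR). Without LPEx rat 4 it was 0.11. ENSRNOG00000006930 had a log2 fold change of -8.58 (SE 1.41, FDR = 0.00229), and 0.08 without LPAEx rat 7 and LPEx rat 4. ENSRNOG00000002188 rose to 5.76 ± 6.80 from 0.878 ± 0.332 CPM, a log2 fold change of 2.71 (SE 0.524, FDR = 0.00415), and ENSRNOG00000001414 had a log2 fold change of 6.19 (SE 1.24, FDR = 0.00517), and without the 2 libraries neither passed (FDR = 0.243 and 0.148).
Without the 2 libraries edgeR called 0 DEGs against LPEx, with 1045 genes at an unadjusted p < 0.05, and DESeq2 called 12 upregulated and 9 downregulated genes. With all libraries the count of 1447 was 0 by limma voom (877 genes at an unadjusted p < 0.05), with rat number as a block (2300 genes), or with only these groups in the fit (853 genes), and DESeq2 called 785 and 353. Leaving out LPEx rat 4 gave 76 and LPAEx rat 7 gave 901.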

The comparison against the LPEx group resulted in 22 DEGs (11 both up- and downregulated; Table 3). The integrative network analysis on metabolome, gut microbiome at genus level and liver transcriptome data detected seven different communities (|*r*| > 0.4 and *P* < 0.05; Fig. 6*J*). Similarly to the integrative network analysis in the prefrontal cortex, the most apparent correlation in the liver was with tryptophan (*C5*: dark blue) that was negatively associated to different *genera* and genes of *community 3* (*C3*: green) including *Lachnospiraceae UCG-006*, *Lachnoclostridium*, and *Oscillospira.* When using the multilevel community’s detection method only on CONSed samples (|*r*| > 0.8 and *P* < 0.05; Fig. 6*K*), this method revealed SEVEN different communities with the most apparent correlation related to serotonin (*C1*: gold) and to different genes and *genera* of *community 7* (*C7*: purple). When using only the LPAEx samples, the multilevel community network method detected four communities tightly correlated (|*r*| > 0.8 and *P* < 0.05; Fig. 6*L*). The most apparent correlation is within *C2* (light blue). This community revealed a negative correlation of picolinic acid, to *Bacteroides* genus and *ApoB* gene, in contrast with kynurenine metabolite.

**Figure 6.**
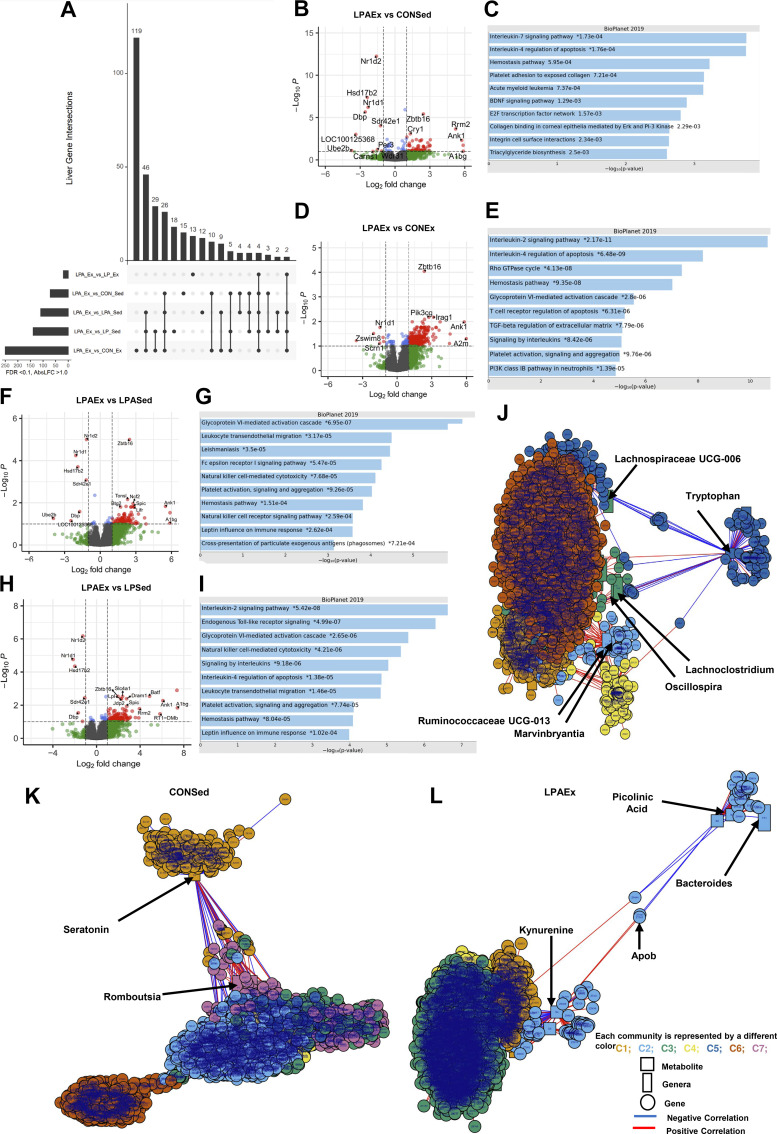
Differential gene expression analysis on liver of aged male rats. Differential expressed genes (DEGs) were calculated using DESeq 2 for all groups compared to *Lactobacillus paracasei* expressing angiotensin (1–7) + exercise group (LPAEx) using false discovery rate (FDR) < 0.10 and log2fold change > 1.0; Upset graph displays the transcriptomics analysis of liver using LPAEx as the comparator group (*A*). Our multimodal intervention [genetically modified probiotic (GMP) + exercise training) altered 73 genes [i.e., upregulated 63 in the comparison of LPAEx vs. control + sedentary group (CONSed); *B*]. In addition, DEGs analysis showed a significant effect of exercise training when compared with sedentary groups in the liver but also of probiotic treatment [i.e., upregulated 252 DEGs in the comparison between LPAEx vs. control + exercise group (CONEx); *D*]. Similarly, exercise training modulated 112 genes in the comparison between *L. paracasei* expressing angiotensin (1–7) + exercise group (LPAEx) vs. LPASed (i.e., upregulated 105 DEGs; *F*), 143 genes in the comparison between LPAEx vs. *L. paracasei* + sedentary group (LPSed) (i.e., upregulated 137 DEGs; *H*). The enrichment pathway analysis presents the top 10 most significant pathways of the DEGs upregulated in each comparison (*C, E, G*, and *I*). Follow-up pathway analysis showed that most genes upregulated in the liver were related to inflammation signaling markers. Integrative network analysis of tryptophan/kynurenine pathway metabolites, 16S RNA microbiome data at genus level and liver mRNA sequencing data using partial least square at |*r*| > 0.4 and *P* < 0.05 using the xMWAS data integration tool (*J*). The multilevel community detection method revealed seven communities (*C1*–*C7*) that included tryptophan metabolite (*C5*: dark blue) as well as the different *genera* and genes correlated. In addition, the multilevel community detection method using only the control sedentary male animal samples (i.e., CONSed) set at |*r*| > 0.8 and *P* < 0.05 detected seven different communities (*C1*–*C7*; *K*). Using only the genetic modified probiotic expressing angiotensin (1–7) combined with exercise training samples (i.e., LPAEx) revealed four communities (*C1*–*C4*; *L*) associated to picolinic acid and kynurenine metabolites (*C2*: light blue) along with the different genera's and genes. In the volcano plots, gray dots stand for nonsignificant genes; blue dots present genes that had FDR < 0.10; green dots show genes with log2fold change > 1.0; red dots represent the DEGs with both criteria FDR < 0.10 and log2fold change > 1.0; (*n* = 4–6 rats).

**Table 3.** Differentially gene expression and pathway analysis using LPAEx as the comparator group on liver

Group Compared with LPAEx	Total DEGs	Upregulated	Downregulated	Top Three Genes Up/Downregulated	Top Relevant BioPlanet 2019 Pathways	FDR
*LPASed*	112	105	7		***All DEGs***	
					Glycoprotein VI-mediated activation cascade	<0.001
					Leukocyte transendothelial migration	0.007
					Natural killer cell-mediated cytotoxicity	0.007
				*ENSRNOG000000*	***Upregulated DEGs***	
				*37549*	Glycoprotein VI-mediated activation cascade	0.001
				*A1bg*	Leukocyte transendothelial migration	0.010
				*Ank1*	Interleukin-4 regulation of apoptosis	0.010
				*Ube2b*	***Downregulated DEGs***	
				*ENSRNOG000000*		N/A
				*48864*		
				*Nr1d1*		
*LPEx*	19	11	8		***All DEGs***	
					Cholesterol biosynthesis	<0.001
					Lipid and lipoprotein metabolism	<0.001
				*Ank1*	***Upregulated DEGs***	N/A
				*Rrm2*		
				*Hba-a3*		
				*Abcg8*	***Downregulated DEGs***	
				*Abcg5*		N/A
				*Tlcd2*		
*LPSed*	143	137	6		***All DEGs***	
					Interleukin-2 signaling	<0.001
					Endogenous Toll-like receptor signaling	<0.001
				*A1bg*	***Upregulated DEGs***	
				*ENSRNOG000000*	Interleukin-2 signaling	<0.001
				*09329*	Endogenous Toll-like receptor signaling	<0.001
				*Ank1*		
				*Nr1d1*	***Downregulated DEGs***	
				*Hsd17b2*		
				*Dbp*		
*CONEx*	258	252	6		***All DEGs***	
					Interleukin-2 signaling	<0.001
					Interleukin regulation of apoptosis T cell receptor regulation of apoptosis	<0.001, <0.001
				*A2m*	***Upregulated DEGs***	
				*Ank1*	Interleukin-2 signaling	<0.001
				*Faahl*	Interleukin regulation of apoptosis	<0.001
					T cell receptor regulation of apoptosis	<0.001
				*ENSRNOG000000*	***Downregulated DEGs***	
				*04419*		N/A
				*Zswim8*		
				*Scrn1*		
*CONSed*	73	63	10		***All DEGs***	
					Circadian rhythm	0.023
					Interleukin-7 signaling pathway	0.028
				*A1bg*	***Upregulated DEGs***	
				*Ank1*	Interleukin-4 regulation of apoptosis	0.030
				*Rrm2*	Interleukin-7 signaling pathway	0.030
				*Ube2b*	***Downregulated DEGs***	
				*ENSRNOG00000048864*		N/A
				*Dbp*		

The pathway analysis were performed using Bioplanet2019 as the reference database in all comparisons with >15 genes differently expressed. Pathways with a FDR < 0.10 were considered statistically significant. CONEx, control + exercise group; CONSed, control + sedentary group; DEG, differential expressed genes; FDR, false discovery rate; LPEx, *Lactobacillus paracasei* + exercise group; LPSed, *Lactobacillus* paracasei + sedentary group; LPAEx, *Lactobacillus paracasei* expressing angiotensin (1–7) + exercise group; LPASed, *Lactobacillus* paracasei + sedentary group; N/A, not applicable.

### TA Skeletal Muscle, Hippocampus, and Colon

There were only 2–14 DEGs across almost all LPAEx comparisons in the TA skeletal muscle, hippocampus, and colon, thus, there were no follow-up pathway analyses performed. 

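Each of the TA skeletal muscle, hippocampus, and colon had 36 libraries, 6 per group. Total counts ranged from 14966896 to 27563733 in the muscle (group medians 16655434 to 18659828), from 13203828 to 23179688 in the hippocampus (15494578 to 18544348), and from 14763080 to 19700869 in the colon (16810374 to 18490770). In the muscle, LPAEx differed from CONSed in 3 upregulated and 3 downregulated genes, from LPSed in 3 and 2, and from LPASed in 1 downregulated gene. The genes with the smallest p were ENSRNOG00000014448, at 26.1 ± 5.28 CPM (SD, n = 6) in LPAEx and 10.1 ± 1.87 CPM in CONSed, a log2 fold change of 1.36 (SE 0.186, FDR = 0.000105 from edgeR), ENSRNOG00000011668, with a log2 fold change of 1.20 (SE 0.205, FDR = 0.00563), ENSRNOG00000021027, at -2.15 (SE 0.256, FDR = 1.05e-05), and ENSRNOG00000042717, at -1.95 (SE 0.390, FDR = 0.0420). The gene that fell against LPASed was ENSRNOG00000021027, from 157 ± 27.1 to 46.1 ± 12.3 CPM.
In the colon, LPAEx versus LPASed had 13 downregulated genes, and the other 4 comparisons had 0 by edgeR, with 667 genes at an unadjusted p < 0.05 against CONSed, 625 against CONEx, 279 against LPSed, and 633 against LPEx. DESeq2 called 7, 2, 7, and 5 in these, and limma voom 25, 0, 0, and 0. The 13 genes, among them ENSRNOG00000013704 at -6.67 (SE 1.30, FDR = 0.0598) and ENSRNOG00000010655 at -9.42 (SE 1.87, FDR = 0.0598), depended on LPASed rat 5, in which colon-enriched genes took 5.75% of counts (95% Wilson interval 5.74% to 5.76%) against 12.8% to 13.8% in the other LPASed libraries, and 0 remained without it (also 0 without LPAEx rat 6, 9, 11, or 12 and 1 without LPAEx rat 4 or 7; 31 to 33 without LPASed rat 4, 6, 7, 9, or 11). With rat number as a block edgeR called 0 against LPASed (795 genes at an unadjusted p < 0.05). In the hippocampus edgeR called 0 DEGs in LPAEx versus CONEx (757 genes at an unadjusted p < 0.05), LPSed (454), LPEx (518), and LPASed (335), DESeq2 called 4, 3, 0, and 0, and limma voom called 0 in each.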

The exception to this were 15 DEGs in the LPAEx versus CONEx comparison in the TA skeletal muscle and these DEGs were enriched for BMAL1-CLOCK/NPAS circadian rhythm expression (Fig. 7, *A–C*). 

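In the TA skeletal muscle, LPAEx versus CONEx gave 5 upregulated and 4 downregulated genes among the 12952 tested, with 1536 at an unadjusted p < 0.05. ENSRNOG00000018766 rose to 6.42 ± 0.559 CPM (SD, n = 6) from 2.83 ± 1.39 CPM in CONEx, a log2 fold change of 1.18 (SE 0.218, FDR = 0.0437 from edgeR). ENSRNOG00000021027 fell from 111 ± 47.2 CPM in CONEx, a log2 fold change of -1.27 (SE 0.250, FDR = 0.0437). ENSRNOG00000042729 fell to 0.224 ± 0.0637 from 0.630 ± 0.169 CPM, a log2 fold change of -1.46 (SE 0.340, FDR = 0.0864). ENSRNOG00000049829 was called at 3.45 (SE 0.823, FDR = 0.0864) and reversed to -0.22 without LPAEx rat 11, and its highest LPAEx library had 302 CPM. ENSRNOG00000022637 was lower in LPAEx, at 23.5 ± 11.8 against 102 ± 113 CPM, a log2 fold change of -2.12 (SE 0.500, FDR = 0.0864). CONEx rat 11 had 321 CPM of that gene and the other CONEx libraries 17.8 to 107 CPM. ENSRNOG00000023387 was 14.9 ± 20.6 CPM in LPAEx and 1.59 ± 1.02 CPM in CONEx, a log2 fold change of 3.22 (SE 0.888) that did not pass the test (FDR = 0.109). ENSRNOG00000019736 was 1.21 ± 0.389 CPM in LPAEx and 27.2 ± 22.3 CPM in CONEx, a log2 fold change of -4.50 (SE 1.26) that did not pass it either (FDR = 0.114; 0.00749 by DESeq2).
The count of 9 DEGs became 14 by DESeq2, 4 without the filter, and 0 with rat number as a block (1373 genes at an unadjusted p < 0.05) or with only these groups in the fit (753 genes). It was 0 without LPAEx rat 4, 3 without CONEx rat 11 or LPSed rat 5, 4 without CONEx rat 9, 5 without LPAEx rat 9 or 12, 15 without LPAEx rat 6 or 7 or CONEx rat 12, 17 without CONEx rat 5, 23 without LPAEx rat 11, and 28 without CONEx rat 7.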

The most significant genes upregulated by this comparison were the unannotated gene *ENSRNOG00000023387, Cish*, and Arrdc2 whereas two unannotated genes (i.e., *ENSRNOG00000019736* and *ENSRNOG00000022637*) were the most downregulated. In addition, LPAEx comparison versus CONSed in the hippocampus resulted in 19 DEGs (5 up- and 14 down regulated) but the pathway enrichment analysis did not exhibit statistical relevance (FDR > 0.10). 

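In the hippocampus, LPAEx versus CONSed gave 0 DEGs by edgeR among 16113 genes tested, although 1675 genes had an unadjusted p < 0.05. DESeq2 gave 5 upregulated and 13 downregulated genes, and limma voom gave 0. On a scale from 0, the median of the other hippocampal libraries, to 1, the median of the prefrontal cortex, the level of the 46 genes that mark prefrontal cortex was 1.13 in LPSed rat 7, 0.437 in LPSed rat 13, and 0.402 in CONSed rat 3, and at most 0.124 in the other 33 libraries. Without these 3 libraries edgeR gave 0 (1886 genes at an unadjusted p < 0.05) and DESeq2 5 upregulated and 5 downregulated genes. Leaving out CONSed rat 10 gave 26 DEGs and CONSed rat 8 gave 4.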

Further summarization of these data is provided in Supplemental Fig. S3 and Supplemental Tables S1–S3.

**Figure 7.**
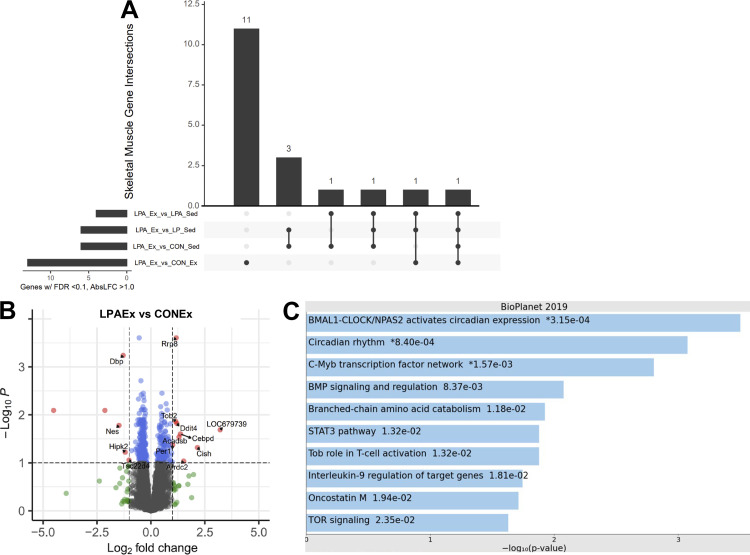
Differential gene expression analysis on tibial anterior skeletal muscle of aged male rats. Differential expressed genes (DEGs) were calculated using DESeq 2 for all groups compared with *Lactobacillus paracasei* expressing angiotensin (1–7) + exercise group (LPAEx) using false discovery rate (FDR) < 0.10 and log2fold change > 1.0. Upset graph displays the transcriptomics responses on skeletal muscle using LPAEx as the comparator across groups (*A*). Data showed a small effect of our probiotic treatment. Probiotic treatment altered 15 DEGs in the LPAEx vs. control + exercise group (CONEx) comparison (9 up- and 6 downregulated; *B*). The enrichment pathway analysis presents the top 10 most significant pathways of the DEGs upregulated in this comparison (*C*). Follow-up pathway analysis showed that most genes upregulated in the skeletal muscle were associated with circadian rhythm signaling pathways. In the volcano plots, gray dots stand for nonsignificant genes; blue dots present genes that had FDR < 0.10; green dots show genes with log2fold change > 1.0; red dots represent the DEGs with both criteria FDR < 0.10 and log2fold change > 1.0; (*n* = 4–6 rats).

## DISCUSSION

Ang (1–7) is a promising therapeutic target for modulating RAS functions in multiple tissues relevant to age-related diseases (41, 54), but current pharmacodynamics properties limit its applicability in clinical care. Herein, we present the findings from multiomics and multi-tissue profiling following an intervention combining administration of GMP-expressing Ang (1–7) with exercise training in an aging male rat model. Our multimodal strategy modulated the composition of fecal microbiota within- and between groups after the 12-wk intervention and altered the transcriptional responses in the prefrontal cortex and liver, with minimal effects on the hippocampus, colon, and TA skeletal muscle. These findings support, at least partially, our main hypothesis that our GMP expressing Ang (1–7) has a beneficial additive effect when combined with regular exercise training on gut microbiome, tryptophan metabolome, and on transcriptomics responses in the prefrontal cortex and liver in aged male rats.

Specifically, our GMP enhanced α diversity in both the Simpson and Shannon–Wiener indexes and also revealed a statistically significant main effect of probiotic treatment on the weighted Uni-Frac distance, a β-diversity metric that accounts for both the presence/absence of shared taxa between samples as well as their abundance. In contrast, the Bray–Curtis dissimilarity distance showed a significant main effect of exercise training but not of probiotic treatment. These discrepancies are related to how both distance matrices are calculated to assess β-diversity across groups since the Bray–Curtis dissimilarity matrix only considers abundance. Conversely, the weighted Uni-Frac along with the taxa’s abundance and presence/absence of ASVs between samples also uses the phylogenetic tree to assess close related taxa’s as more similar and thus, it provides a more robust β-diversity information of microbial communities between groups. At the phylum level, we did not observe any significant change between treatments nor exercise factors. Despite the benefits of exercise training on gut microbiome composition and function, similar rodent and human studies have shown also mixed findings with exercise training on gut microbiome at different taxonomic levels (9, 11, 13, 55). We are unsure as to the reasons for this finding, but distinct training protocols (voluntary wheel vs. forced treadmill running) have shown different gut microbiome compositions in rodents (56). We will look to replicate findings as well as explore exercise effects with distinct training protocols both in female and male rats. Still, at the genus level, our GMP expressing Ang (1–7) decreased the relative abundance of three genera—the *Enterorhabdus*, *Muribaculaceae unclassified*, and *Faecalitalea*. Notably, the genus *Enterorhabdus* belongs to *Actinobacteria* phylum that assembles several families of Gram-positive bacteria. In several preclinical studies of obesity and type 2 diabetes, higher relative abundance of *Enterorhabdus* was positively correlated with body weight, weight gain percentage, and fat mass accumulation as well as with blood lipids, glucose, and insulin resistance (57–62). Furthermore, changes of *Enterorhabdus* genera were associated with the pathophysiological development of Alzheimer’s disease (63). In contrast, preclinical studies using dietary interventions (58, 63) and a gut-target approach with a *L. paracasei* strain (i.e., K56) intervention (57) reduced the relative abundance of this genera in obese mice and in rats with Alzheimer’s disease dysbiosis. Likewise, *Faecalitalea*, a genera from *Firmicutes* phylum, has been proposed as a gut-derived marker to monitor patients with adenoma, which is associated with an increased risk of colorectal cancer (64). In a case-controlled study, patients with advanced adenomas had higher abundance of *Faecalitalea* and were positively correlated with specific adenoma amino acids (64). Consistent with these dietary and gut-derived approaches, our multimodal treatment strategy (GMP + exercise training) reduced the relative abundance of the *Enterorhabdus* and *Faecalitalea* genera suggesting that our combined treatment modulates gut microbiota composition by altering the abundance of endotoxic genera. In addition, the results of our integrative network analysis further support the distinct associations of several genera with metabolome and gene expression in the prefrontal cortex and liver. For instance, the relative abundance of the genus *Bacteroides* was negatively correlated with picolinic acid concentration in the prefrontal cortex and liver in the LPAEx group whereas the relative abundance of the genus *Akkermansia* was positively correlated with kynurenine and kynurenic acid on prefrontal cortex, which is consistent with our previous work (43).

One empirical question that lingered from prior work was the potential mechanistic link between our GMP and the gut-brain axis. This bidirectional network axis is distinctly modulated by gut microbiota (65–68) and by ACE2 (69, 70), the enzyme that converts Ang I or II to Ang (1–7), and influences the concentration of tryptophan directly or indirectly through downstream metabolites (71, 72). Therefore, we hypothesized that our combined treatment modulated this bidirectional network, altering the circulating levels of tryptophan and kynurenine metabolites. Notably, after the 12-wk multimodal intervention, we only observed a muted systemic response on tryptophan and picolinic acid concentrations with our targeted metabolomics approach that were differently altered by exercise and our GMP. We did not find any other statistically significant effect on serotonin, kynurenine, and kynurenic acid upregulated by our multimodal intervention. However, our multilevel community network analysis did show distinct communities of tryptophan/kynurenine pathway metabolites in the prefrontal cortex and in the liver correlated to different genera and genes suggesting that tryptophan metabolism has a key role between the gut and other peripheral organs like the brain and liver. In an interesting study of chronic restraint stress measuring metabolic changes in tryptophan metabolites in the prefrontal cortex, hippocampus, serum, and in different gut sections, Deng et al. (73) observed a similar null response in circulating levels of tryptophan metabolites, except on kynurenine. Notably, the metabolic response after the chronic restrain stress intervention in tryptophan metabolites was more pronounced locally on the hippocampus, small intestine, and colon, in contrast with the null effect seen on serum, suggesting a specific “local” effect on the central nervous system and on the gut. Based on this evidence and in the results of our multilevel community network analysis, we wonder if our multimodal intervention upregulated a similar “local” tissue response that we could not capture with our analytical approach. Of note, mean elevations of picolinic acid (although not statistically significant) by our GMP expressing Ang (1–7) are consistent with our previous work (43) and were supported also by the results of our integrative network analysis that showed distinct correlations with genes and the genus *Bacteroide* in the prefrontal cortex and liver in our animal model. Picolinic acid has been proposed as a neuroprotective agent (74) and this may indicate that at least partly, our GMP may affect neurodegeneration through changes in systemic metabolites of tryptophan metabolism—though further follow up is needed to confirm this mechanistic link between our GMP and the gut-brain axis.

Finally, we explored the underlying transcriptome of multiple tissues to identify molecular signatures modulated by our multimodal intervention. We hypothesized that our multimodal intervention upregulates important physiological pathways involved in anti-inflammation [evidence from prior studies (43)] on the gut, brain, and muscle that may influence cellular transcriptional responses in peripheral organs. The largest effect on the transcriptome in the prefrontal cortex across all LPAEx comparisons was mostly driven by the exercise response after the 12-wk intervention. For example, exercise training upregulated 262 DEGs in the LPAEx versus LPASed comparison. This altered gene expression was associated with calcium signaling and collagen biosynthesis signaling pathways, which further supports the role of our intervention in neuronal activity plasticity and remodeling, which when deregulated, can lead to neurodegeneration via complex mechanisms involved in cell death (75). 

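In the prefrontal cortex, exercise averaged over the 3 treatments raised 89 genes and lowered 18, with 3363 genes at an unadjusted p < 0.05. The separate contrasts of CONEx with CONSed and of LPEx with LPSed had 0 DEGs each by edgeR, with 1069 and 1428 genes at an unadjusted p < 0.05 (9 and 0 DEGs by DESeq2, and 0 and 124 by limma voom). The 191 genes that rose in LPAEx versus LPASed were used to ask whether the exercise difference was shared. Their mean log2 CPM differed between exercised and sedentary rats by 1.43 in LPA (exact permutation test, p = 0.00216, two-sided), 0.352 in CON (p = 0.234), and 0.328 in LP (p = 0.0433), with 6, 3, and 4 of 6 exercised libraries above the highest sedentary library. Because the genes were chosen on the LPA libraries, the LPA value is inflated by that choice and the CON and LP values are not. Over CON and LP together the difference was 0.340 (permutation test, p = 0.0302). Without CONEx rat 5, the highest CONEx library (3.20), the difference was 0.172 in CON (exact permutation test, p = 0.468) and 0.250 over CON and LP (permutation test, p = 0.0697). Without CONEx rat 7, the lowest (1.28), it was 0.556 in CON (exact permutation test, p = 0.0130). Leaving out each LP library in turn gave 0.275 to 0.429 in LP (exact permutation test, p = 0.00866 to 0.0844), with p above 0.05 in 9 of the 12 cases. With all libraries 143 of the 191 genes were higher with exercise in CON and 148 in LP. The group means were 1.95 ± 0.214 in CONSed, 2.30 ± 0.636 in CONEx, 1.97 ± 0.207 in LPSed, and 2.30 ± 0.27005 in LPEx (SD, n = 6).
A test of whether the exercise effect differed between LPA and CON gave 1 DEG, ENSRNOG00000032908, named after its values were seen, with a log2 difference of -1.06 (SE 0.170, FDR = 0.00471 from edgeR; 0.279 with rat number as a block). It was 38.0 ± 6.22 CPM (SD, n = 6) in LPASed and 25.4 ± 2.40 in LPAEx, and 27.1 ± 3.89 in CONSed and 37.8 ± 3.90 in CONEx. With the percent of counts in the 10 highest genes as a covariate, 0 genes were called for average exercise (2259 at an unadjusted p < 0.05). The median log2 fold change of the 89 genes was 1.69 (median SE 0.522) without the covariate and 1.60 (0.642) with it. With no filter and by limma voom 499 and 279 genes were called. The paper states that the largest effect across the LPAEx comparisons in this tissue was mostly driven by exercise, and gives the genes that rose in LPAEx versus LPASed as an example.

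**Figure D4:**
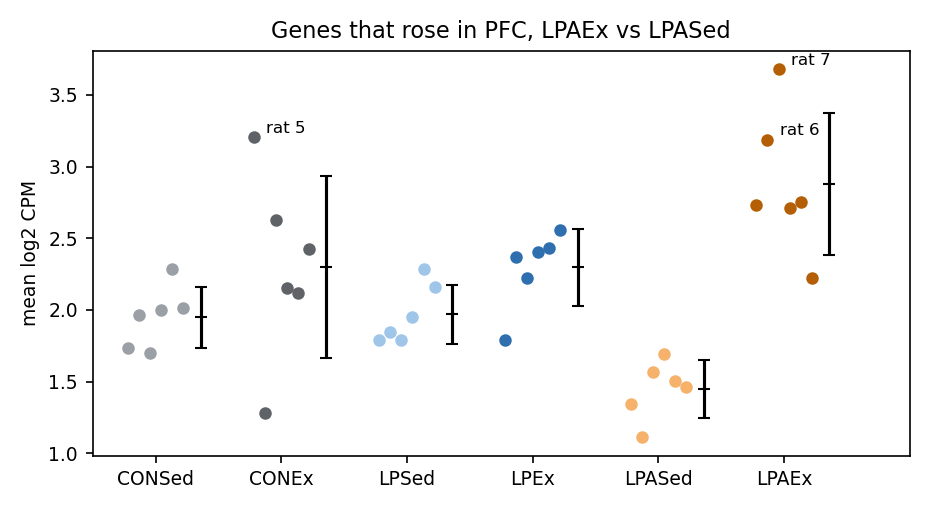
Mean log2 CPM of the 191 genes that rose in LPAEx versus LPASed in each prefrontal cortex (PFC) library, by group. Points are libraries, and bars are the mean ± SD (n = 6). LPAEx has a mean of 2.88, CONEx and LPEx of 2.30, and LPASed of 1.45.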

In the brain, calcium is a key signaling ion, essential to control synaptic activity and memory, a process that leads to the activation of specific calcium-dependent signal transduction pathways and implicates key protein effectors (75). In turn, collagen serves as a regulator of cell differentiation and is required for preserving peripheral nerve myelination, function, and structure (76). Nonetheless, in the prefrontal cortex, our combined intervention (i.e., LPAEx vs. CONSed comparison) resulted in the upregulation of 140 genes and was associated with β-1 integrin cell surface interaction and brain-derived neurotrophic factor (BDNF) pathways. These signaling pathways are involved in relevant biological functions associated with the regulation of neurogenesis and cell remodeling. In fact, integrins are transmembrane cell adhesion molecules that regulate cellular growth, proliferation, migration, signaling, and cytokine activation along with apoptosis and tissue repair (77). Similarly, BDNF is a neurotrophic factor involved in plastic changes related to learning and memory. It regulates both excitatory and inhibitory synaptic transmission and activity-dependent plasticity (78). Taken together, the prefrontal cortex transcriptomic changes suggest that our multimodal intervention modulates cellular mechanisms associated with exercise that support neurogenesis, neuro-remodeling, synaptic plasticity, and neural activity that collectively are crucial physiological mechanisms for cognitive and memory maintenance.

Interestingly, the liver was the only tissue that had a sufficient number of DEGs against the LPEx group, suggesting a potential Ang (1–7) probiotic effect, with the DEG profile enriched for cholesterol metabolism. 

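Against LPEx, edgeR called 0 DEGs in the TA skeletal muscle (1050 genes at an unadjusted p < 0.05; 0 by DESeq2 and limma voom). The colon and hippocampus values are given at the comparisons of those tissues. In the liver without LPAEx rat 7 and LPEx rat 4, the count against LPEx differed between edgeR and DESeq2, as given at that comparison, and the LPAEx and LPEx groups had 5 and 4 rats. A test of whether the exercise effect differed between LPA and CON called 0 genes in the liver by edgeR, with 1521 at an unadjusted p < 0.05 (1174 without the 2 libraries). DESeq2 called 201 with all libraries and 2 without the 2, and limma voom 0.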

The exercise effect was similarly observed in the liver, however the largest unique gene set across liver comparisons was observed in the LPAEx versus CONEx group (119 unique DEGs), also suggesting a potential probiotic effect. 

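Averaged over the 3 treatments, exercise raised 235 genes and lowered 8 in the liver with all libraries, and genes enriched in muscle made up 50 of the 235 (21.3%). Without LPAEx rat 7 and LPEx rat 4, exercise raised 7 genes and lowered 3. In that fit ENSRNOG00000009329 fell by 1.37 on the log2 scale (SE 0.221, FDR = 0.00194 from edgeR). CONEx versus CONSed had 0 DEGs with all libraries (152 genes at an unadjusted p < 0.05, with 2 DEGs by DESeq2 and 1 by limma voom). The all-library fit holds the 2 libraries, so its 0 does not show that exercise had no effect in CON. Without them ENSRNOG00000021027 was -1.95 in CONEx versus CONSed (SE 0.416, FDR = 0.186 from edgeR), short of the FDR threshold. The genes upregulated in LPAEx versus CONEx without the 2 libraries had a mean log2 difference from CONEx of 4.54 in LPAEx rat 11, and of 0.17 to 0.46 in the other 4 LPAEx libraries, against -0.18 to 0.16 in CONEx, -0.27 to 1.18 in CONSed, -0.02 to 0.53 in LPSed, 0.10 to 1.12 in LPEx, and 0.11 to 0.39 in LPASed. The genes were chosen on LPAEx and CONEx, so their difference between these 2 groups is inflated by that choice. DESeq2 called 187 genes only against CONEx with all libraries and 141 without the 2. Beside its number of unique genes in this comparison, the paper raises a potential probiotic effect.

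**Figure D5:**
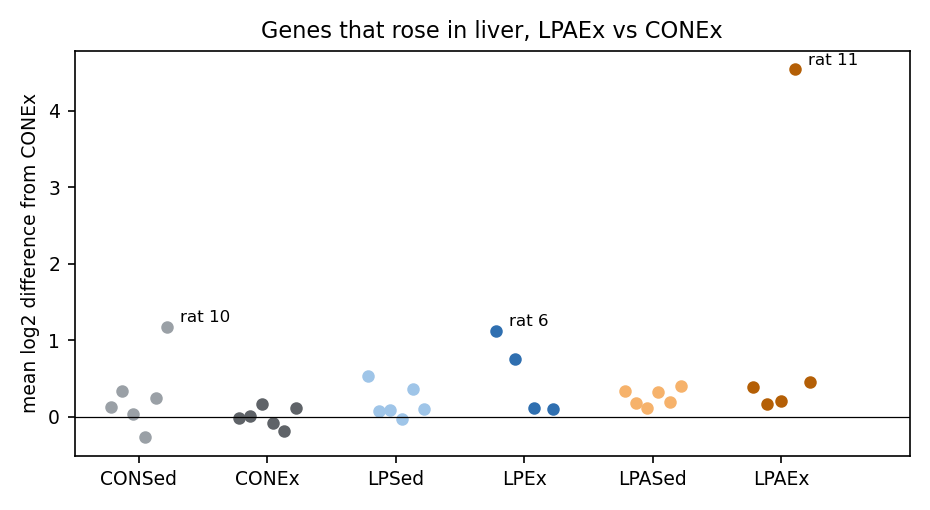
Mean log2 difference from CONEx over the 136 genes upregulated in LPAEx versus CONEx without the 2 libraries closest to another tissue, in each of the other 33 liver libraries, by group. Points are libraries. LPAEx rat 11 is at 4.54 and the other LPAEx libraries at 0.17 to 0.46.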

The vast majority of gene set enrichment analyses of the liver across LPAEx comparisons, including all three sedentary groups, were associated with inflammatory signaling pathways. For example, most of the comparisons were enriched for leukocyte and interleukin signaling including interleukin-2 (IL-2) signaling, IL-4, and T cell regulation of apoptosis, and leukocyte trans-endothelial migration. IL-2 is a pleiotropic cytokine that controls the differentiation and homeostasis of both pro- and anti-inflammatory T-cells, and influence various lymphocyte subsets during differentiation, immune response, and homeostasis (79, 80). IL-4 is also a pleiotropic cytokine with an important role in regulating antibody production, hematopoiesis, and inflammation, and the development of effector T cell responses (81, 82). Similarly, IL-7, a cytokine known for its growth-promoting effects on T-lymphocytes, B-lymphocytes, and natural killer cells (83) mediates both the innate and acquired immune system. Collectively, these findings suggest that our multimodal intervention significantly affects the anti-inflammatory cytokine transcriptional response in the liver stimulating markers of the innate and acquired immune systems cells namely on cell-growth, differentiation, and homeostasis. However, further research is needed to confirm this anti-inflammatory effect and the exact physiological mechanism driving this modulation. For instance, is this effect mediated by: *1*) the enhancements on local and systemic Ang (1–7) concentration (69, 70); *2*) or through exercise improved intestinal immune function that reduces systemic gut-associated endotoxemia (84); *3*) or due to gut-liver axis that mediates the interaction of tryptophan metabolites with immune system receptors (84); 4) or in fact, an interaction of all these factors.

Surprisingly, the transcriptional response on skeletal muscle was modest, with almost no effect of exercise. 

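In the TA skeletal muscle, exercise averaged over the 3 treatments raised 1 gene and lowered 2. CONEx versus CONSed had 1 upregulated and 2 downregulated genes, and LPEx versus LPSed had 0 by edgeR, with 411 genes at an unadjusted p < 0.05 (9 by DESeq2 and 2 by limma voom). The gene lowered with the smallest p, ENSRNOG00000021027, fell with exercise by 1.24 on the log2 scale (FDR = 4.92e-06 from edgeR). It was 204 ± 34.3 CPM (SD, n = 6) in CONSed, 208 ± 47.5 in LPSed, and 97.5 ± 30.4 in LPEx. ENSRNOG00000014448 rose by 0.81 (SE 0.107, FDR = 4.62e-05), below the fold change threshold. A test of whether the exercise effect differed between LPA and CON called 0 genes, with 952 at an unadjusted p < 0.05. The count of 3 DEGs with exercise was 7 by DESeq2. On counts simulated with the dispersions of this tissue, edgeR called 46.3% of genes changed 2-fold and 95.5% of those changed 4-fold. A 2-fold change lies on the fold change threshold, so the first value is limited by that threshold as well as by power. The simulated genes were changed in LPAEx only and tested against CONEx, with 6 libraries per group. These rates therefore do not apply to average exercise or to the difference of the exercise effect.

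**Figure D6:**
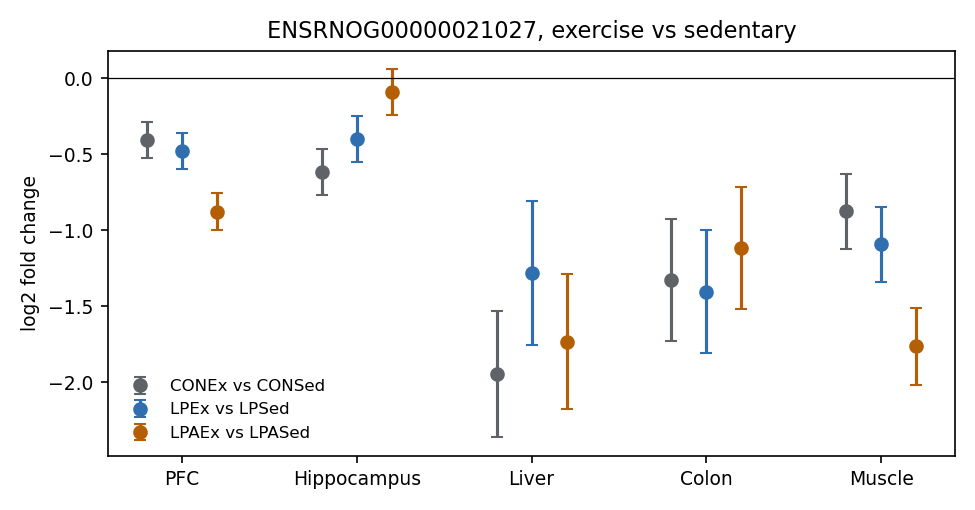
Log2 fold change of ENSRNOG00000021027 with exercise, in each of the 3 treatments and 5 tissues. Points are the edgeR estimates, and bars are ± SE. Liver values are without LPAEx rat 7 and LPEx rat 4. In the TA skeletal muscle the average over the treatments is -1.24.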

In fact, after the 12-wk intervention, the comparison with the most DEGs was LPAEx versus CONEx, suggesting the potential for a peripheral effect of our probiotic intervention. This differential gene expression signature was associated with the circadian rhythm. Little is known about exercise as a zeitgeber to maximize health benefits but increasing evidence shows that exercise and skeletal muscle modulates a strong circadian clock. However, the complex interactions between the microbiome, exercise, skeletal muscle, and circadian rhythm are largely undetermined. In mammals, circadian clocks regulate physiological processes with day-night light cycles through a network of transcription factors that upregulates rhythmic gene expression (85) and dysregulation of this molecular clock can lead to deleterious metabolic consequences (86). Thus, further research is needed to confirm this mechanistic link.

Although we found promising findings with our multimodal intervention, our study is not without caveats. First, the small sample size and complex design in the transcriptomic analysis may have limited the statistical power. Exploratory comparisons using just the LPAEx group allowed us to find potential DEGs among all groups, but this limits complete understanding of our data set. In addition, we used thresholds for both FDRs and fold-change understanding that gene expression changes may be biologically meaningful even if they don’t meet relevant fold-changes. Second, we only used male rats in this study due to the unavailability of female animal numbers at the NIH colony, and thus, further research is needed to explore potential distinct cellular transcriptional and gut-derived cellular responses in both sexes. Third, we used a targeted metabolomics approach to assess circulating concentrations of tryptophan and kynurenine signaling metabolites due to the relevance of our previous work, but untargeted metabolomics of different tissue compartments likely would have provided additional insight. Challenges in obtaining assay materials due to supply chain issues prohibited us from measures associated with Ang(1–7)-related analytes in this particular study although we have previously published results on probiotic effects (42). Finally, the present study did not include the measurement of indoles markers, thus limiting inference on the potential clinical impact of indoles on physical and cognitive function that have been associated with neuroprotective effects (71). Still, we used gold-standard techniques in all procedures of the study design (i.e., randomization), sample collection, processing and analysis along with statistical approaches to limit the effects of confounding factors and diminish the overextrapolation of the results.

In summary, our findings suggest that our GMP has a beneficial additive effect to regular exercise training in aged male rats and may serve as an adjunct therapeutic strategy to enhance exercise training responses on gut microbiome and on prefrontal cortex and liver transcriptome in older animals. Our GMP enhanced gut microbial diversity and at least partly, mean levels of tryptophan metabolites while moderate exercise training contributed to altering the transcription responses in relevant neuro-remodeling and inflammation signaling pathways, with the largest effects seen in the prefrontal cortex and liver. However, further research is needed to determine the exact mechanisms by which the gut microbiota exerts its modulatory effects, particularly on tryptophan and kynurenine local metabolites (i.e., skeletal muscle, liver, and central nervous system) along with genes that were upregulated by our pathway analysis to confirm these findings and translate it to humans.

## DATA AVAILABILITY

The data described in the manuscript and the analytic code will be made available upon request pending approval by the corresponding author. The multi-tissue RNA sequencing data analyzed in this paper has been deposited in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213649.

## SUPPLEMENTAL DATA

10.6084/m9.figshare.20750677 Supplemental Figs. S1–S3 and Tables S1–S5: https://doi.org/10.6084/m9.figshare.20750677.

## GRANTS

This project was financially supported by the National Institute of Health/National Institute of Aging Grant R01AG054538 (to C.S.C. and T.W.B.). The work was also supported by the UAB Nathan Shock Center under Grant No. P30AG500886, Microbiome Resource (supported by NIH Grants P30CA0131148). L.C.B. is supported by a grant from the Portuguese Foundation for Science and Technology under Grant No. FCT/UIDP/00617/2020 and by the Laboratory for Integrative and Translational Research in Population Health Grant LA/P/0064/2020. E.L.Z. is supported by a T32 postdoctoral fellowship from the National Heart, Lung, and Blood Institute of the National Institute of Health under Grant No. T32HL007457. Z.A.G. is supported by a Department of Veterans Affairs Office of Research and Development RR&D Service CDA-2 Grant 1IK2RX002781. A.R.H. is supported by a T32 postdoctoral fellowship from the Eunice Kennedy Shriver National Institute of Child Health and Human Development of the National Institutes of Health Grant T32HD071866.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

C.S.C. and T.W.B. conceived and designed research; Y.S., Y.Y., A.B., A.V., and Q.L. performed experiments; L.C.B., Z.A.G., and A.R.H. analyzed data; L.C.B., Z.A.G., A.R.H., C.S.C., and T.W.B. interpreted results of experiments; L.C.B. and A.R.H. prepared figures; L.C.B., E.L.Z., Z.A.G., and A.R.H. drafted manuscript; L.C.B., E.L.Z., Z.A.G., A.R.H., T.B., Y.S., Y.Y., A.V., Q.L., C.S.C., and T.W.B. edited and revised manuscript; L.C.B., E.L.Z., Z.A.G., A.R.H., T.B., Y.S., Y.Y., A.V., Q.L., C.S.C., and T.W.B. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

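RNA from 5 tissues (prefrontal cortex, hippocampus, colon, liver, and TA skeletal muscle) of 36 male rats aged 24 mo was sequenced, giving 179 libraries: 6 per group in each tissue, and 5 in the liver of LPEx. Read counts per gene were made by the authors, who checked reads with FastQC, trimmed them with Trim Galore and cutadapt, aligned them to Rnor_5.0 with STAR, and deposited the STAR gene counts without normalization. Versions of these tools were not stated. The values were whole numbers for 32545 Ensembl IDs. Tissue, treatment, activity, and rat number were taken from the sample labels.

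The IDs came without gene symbols. The reference gene table at hand held no Ensembl ID and paired 0 of the IDs with a symbol, so genes named by symbol in the paper, gene lists set before the data were examined, and gene set enrichments were left out. Genes are named by ID: those that the paper gives by ID, and, for the comparisons that the paper describes most fully, the DEGs with the smallest p, at most 2 that rose and 2 that fell. The gene ENSRNOG00000032908 and those changed in several tissues were chosen after their values were seen.

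Each tissue was fitted on its own in edgeR 4.0.16 (R 4.3.3) with 1 factor of 6 groups, after its filter for low counts and TMM scaling, with quasi-likelihood F tests. LPAEx was compared with each of the other 5 groups. Further contrasts were exercise versus no exercise averaged over the 3 treatments, the difference of the exercise effect between LPA and CON, and pairs of the other groups. A DEG had an FDR < 0.10 and an absolute log2 fold change > 1. The SE of a log2 fold change was its size divided by the square root of F. Other choices, set in advance, were DESeq2 1.42.0 (Wald test), limma 3.58.1 voom with sample quality weights, size factors by relative log expression (RLE), no filter for low counts, rat number as a replicate block, only the 2 groups compared, and leaving out each library in turn. Rat numbers were shared between groups by label only, and whether they pair the animals is not stated. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

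Tissue identity was checked with genes enriched in 1 tissue, that is with a median of at least 20 CPM and at least 10-fold above every other tissue after adding 0.5 CPM. Brain regions were told apart with genes of at least 10 CPM and at least 3-fold between them, and a library with a share of the other region above 0.3 was noted. Alternatives without such libraries, without the liver library of LPAEx rat 11, without the prefrontal libraries of LPAEx rats 6 and 7 and CONEx rat 5, and with the percent of counts in the 10 highest genes as a covariate were added after the data were seen. No pair of libraries was identical.

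Total counts ranged from 13203828 to 27563733 per library. The fits were tested on simulated data with 200 genes changed in LPAEx only and the dispersions of 3 tissues. LPAEx was compared with LPASed in the prefrontal cortex, with CONSed in the liver, and with CONEx in the muscle. The liver was simulated without LPAEx rat 7 and LPEx rat 4. A 2-fold change lies on the fold change threshold, so calls at 2-fold are limited by that threshold as well as by power. In the prefrontal cortex edgeR called 31.3% of genes changed 2-fold, 77.6% at 4-fold, and 81.8% at 8-fold, in the liver 50.7%, 88.1%, and 93.9%, and in the muscle 46.3%, 95.5%, and 100%, and it called 10, 5, and 5 unchanged genes. DESeq2 called 22, 14, and 10 unchanged genes and voom 4, 3, and 3. For each count of DEGs, 60 splits of the same libraries, the real one included, were fitted in the same way. Permutation tests of single values were exact where the groups allowed it and otherwise used 100000 resamples. Fisher's exact tests of gene groups took genes as independent, so their p-values do not measure the spread between rats.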

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

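Tests in this part chosen after the result was seen were all those of the liver pattern with all libraries and of the prefrontal pattern, except the tests of the 10 highest genes against LPASed and of RNA from outside the brain with all prefrontal libraries, and, for the genes left in the liver without the 2 libraries, those of a response in every rat, of the colon-enriched and brain-enriched genes, and of a process of the whole rat.

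In 23 of 106 groups 1 sample lay far from the others by Dixon's test. Chance gives about 1 in 20 only for independent, normally distributed values. CPM, shares, and totals were taken untransformed and the same libraries entered many groups, so that rate is no measure of what chance gives here. Tissue measures gave these: the hippocampal share of prefrontal LPAEx rat 9 was 1.20 (others -0.000594 to 0.0924) and of CONSed rat 7 0.410, and the prefrontal share of hippocampal CONSed rat 3 was 0.402. The percent of counts in brain-enriched genes was 18.2 in prefrontal LPSed rat 8 (95% Wilson interval 18.16 to 18.20), 18.3 in hippocampal LPAEx rat 4 (18.30 to 18.34), and 15.3 in hippocampal LPEx rat 10 (15.26 to 15.30). The percent in liver-enriched genes was 0.379 in liver LPAEx rat 7 (95% Wilson interval 0.376 to 0.381) and 0.0891 in liver LPEx rat 4 (0.0877 to 0.0905), and the percent in colon-enriched genes was 5.75 in colon LPASed rat 5 (5.74 to 5.76). The percent in the 10 highest genes was 16.8 in prefrontal LPAEx rat 6 (95% Wilson interval 16.80 to 16.84) and 23.3 in prefrontal LPASed rat 9 (23.32 to 23.37). Total counts were 16287299 in prefrontal CONEx rat 10, 16783441 in prefrontal LPASed rat 5, 20486774 in hippocampal LPAEx rat 11, and 21529881 in muscle LPASed rat 11.

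Single libraries also stood out in genes that the paper gives by ID: ENSRNOG00000058482 at 1.36 CPM in prefrontal LPAEx rat 4, ENSRNOG00000050660 at 46.8 CPM in prefrontal LPASed rat 6, ENSRNOG00000049394 at 64.8 CPM in prefrontal LPSed rat 4, ENSRNOG00000004419 at 0.624 CPM in liver LPAEx rat 7 and 10.1 CPM in liver CONEx rat 7, ENSRNOG00000037549 at 244 CPM in liver LPAEx rat 12, ENSRNOG00000048864 at 17.2 CPM in liver LPASed rat 9, and ENSRNOG00000022637 at 321 CPM in muscle CONEx rat 11.

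The exercise effect differed between LPA and CON for ENSRNOG00000032908 in the prefrontal cortex (log2 difference -1.06), and chance could not be excluded for that count of genes (1 gene, 10 of 60 splits as large, highest other split 244). Exercise averaged over the treatments, which the paper does not report, gave 107 DEGs in the prefrontal cortex, 3 in the muscle, and 2 in the colon. Chance was excluded in the prefrontal cortex (1 of 60, highest other 11). In the muscle 2 of 60 splits were as large, the real one included, and the highest other called 57. The bound was not adjusted for the number of counts tested, so chance is not clearly excluded there.

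The liver comparisons of LPAEx called many genes with all libraries. A mixed liver sample is argued against, since liver-enriched genes in LPAEx rat 7 stood at 0.838% of their median share. So, for the genes that rose against CONSed, is a response in every LPAEx rat. Over these genes, chosen with LPAEx rat 7 included, the other 5 LPAEx libraries had a median log2 difference of 0.24 from CONSed. Other genes are not covered by this test. An earlier form of this test averaged the 5 libraries gene by gene and left this explanation open, and it was changed to the median of the libraries after that value was seen (the mean of the 5 libraries is 0.515, with LPAEx rat 11 at 1.93). A mislabelled sample is a candidate explanation: 94.2% of the genes that rose against CONSed were not called without the 2 libraries, and 46 were.

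Upregulated genes left in the liver without the 2 libraries mostly rested on LPAEx rat 11, which was highest for 132 of the 136 that rose against CONEx. The downregulated gene ENSRNOG00000046912 did not. It was at 16.6 to 29.4 CPM in LPAEx rats 4, 6, 9, 11, and 12 and at 54.3 to 98.1 in CONSed. LPEx rat 8, at 17.8 CPM, was as low as LPAEx. For the 136 genes that rose against CONEx, a rise in every LPAEx rat is argued against. LPAEx rats 4, 6, 9, and 12 had a median log2 difference of 0.30 from CONEx over them. These genes were chosen with LPAEx rat 11 included, so a response of other genes in every LPAEx rat was not tested. Reads from 1 of the other 4 tissues sequenced are argued against as the whole cause, since the level in LPAEx rat 11 was above the median of each of them for 61.8% of these genes; a tissue that was not sequenced was not tested. LPAEx rat 11 did have the highest colon-enriched share of the 33 libraries (0.427%, 95% Wilson interval 0.424% to 0.430%; next highest 0.192%, 0.190% to 0.194%) and the highest brain-enriched share (0.268%, 0.2659% to 0.2703%; next highest 0.172%, 0.170% to 0.174%; these intervals cover counting error only, not the spread between rats), and 8 of the 136 genes were colon-enriched (5.88% against 1.79%, Fisher's exact test, adjusted p = 0.0744). A process of the whole rat, such as cells carried in blood, cannot be told apart: over the other rats the mean level of 102 of these genes in liver and muscle had a Pearson r of 0.577 (permutation p = 0.0017), which was 0.0315 without CONSed rat 10 and LPEx rat 6 (p = 0.869), while the Spearman rho was 0.0869 (p = 0.636) and the Pearson r with group means removed 0.693 (p = 8.00e-05).

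In the prefrontal cortex genes were called between LPAEx and the sedentary groups. For CONSed chance could not be excluded, and for LPSed it was not clearly excluded. Hippocampal tissue in 2 libraries is argued against as the whole cause for LPASed and LPSed: without them the counts went from 236 to 321 and from 106 to 133 (lower ratio 1.25), though genes that mark hippocampus made up 14 of the 191 and 8 of the 84 genes that rose. For CONSed it cannot be told apart, because the tools differed: without the 2 libraries edgeR called 0 genes (2450 at an unadjusted p < 0.05) and DESeq2 197, and the median log2 fold change of the 57 genes that rose (3 of them mark hippocampus) went from 1.75 (median SE 0.4657) to 1.61 (0.488), so the edgeR calls ended with a lower fold and a wider error. For LPASed, tissue next to the cortex in LPAEx rats 6 and 7 and CONEx rat 5 is argued against as the whole cause (178 DEGs without them, and 39 to 472 with a median of 317.5 without CONEx rat 5 and the 14 other pairs of LPAEx libraries, 4 of them lower, so a part in it stays open; the count for CONSed, not excluded, went from 70 to 27), as are library size (ratio of medians 1.11) and a few genes taking most of the counts (231 DEGs with the covariate, 132 of them among the 236, and a median log2 fold change of the genes that rose of 1.38 (median SE 0.406) before and 1.40 (0.461) after). For average exercise the covariate ended every call by edgeR (2259 genes at an unadjusted p < 0.05), with the median of the genes that rose with exercise going from 1.69 (0.522) to 1.60 (0.642), so the calls ended with the wider error. RNA from outside the brain cannot be told apart, since genes at least 3-fold higher in liver, colon, or muscle made up 22.5% of the genes that rose against LPASed (18.8% of the genes tested, Fisher's exact test, p = 0.191, adjusted p = 0.557) and 28.8% without the 2 libraries (18.7%, adjusted p = 0.0013), and LPAEx rat 7 had the highest liver-enriched, colon-enriched, and muscle-enriched shares. Nor can an exercise response shared by the treatments. In CON and LP the genes that rose against LPASed were higher with exercise by a mean of 0.34 on the log2 scale (permutation p = 0.0302) with all libraries. The difference was 0.25 (permutation p = 0.0697) without CONEx rat 5 and 0.44 (permutation p = 0.00111) without CONEx rat 7. The rule also asked for p under 0.05 without the library whose removal lowers the difference most. That part was added after the first value, which met the rule without it, was seen.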

How the results depend on the processing

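Alternatives named as without a set of libraries, or with a covariate, were chosen after the data were seen, and the others before the data were examined. The fixed gene lists, the single clock gene, the correlation between genes of a list, and the list tests without the 2 rats farthest from the median, with RLE, or with voom were not run, because no table joins the IDs to symbols. The fit with only the 2 groups compared gave no value for results over several groups or for genes its filter removed. Except where said, the cause was not tested.

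RLE size factors left all 20 counts within 1.5 times and all 57 single genes on their side of the threshold.

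By DESeq2 the count against CONSed went from 70 to 182 in the prefrontal cortex, against LPSed from 106 to 197, against CONEx from 0 to 3, and against LPEx from 0 to 14. The difference of the exercise effect went from 1 to 15 there and from 0 to 201 in the liver, the hippocampus went from 0 to 18 against CONSed and to 24 distinct DEGs, the colon from 13 to 27 distinct DEGs, and the muscle from 9 to 14 against CONEx and from 3 to 7 for exercise. Shared prefrontal DEGs went from 35 to 80 (CONSed and LPASed), 28 to 61 (CONSed and LPSed), and 44 to 87 (LPASed and LPSed). Of 57 single genes 46 kept their side, 4 passed the threshold and 7 no longer did.

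With no filter the prefrontal counts were 36 against CONSed, 499 for exercise, and 2 for the difference of the exercise effect, the colon had 37 distinct DEGs, and the muscle 4 against CONEx and 9 distinct. By limma voom the prefrontal counts were 115, 279, and 0, the colon had 25, and the liver 12 against CONSed, 1 against CONEx, 6 against LPSed, 0 against LPEx, 6 against LPASed, and 5 for exercise. ENSRNOG00000006930 against LPEx reversed to 0.12 by voom. With the replicate block the prefrontal counts were 0 against CONSed, 21 against LPSed, and 0 for the difference of the exercise effect, the liver counts 1 against CONSed and 0 against CONEx, LPSed, LPEx, and LPASed and for exercise, the colon had 0, and the muscle 0 against CONEx and 6 distinct. With only the 2 groups compared the prefrontal counts were 1 against CONSed, 36 against LPSed, and 103 against LPASed, the liver counts 3 against CONSed and 0 against the other 4 groups, and the muscle count 0 against CONEx. That fit has fewer libraries to estimate the spread. Of the 57 single genes, 3 no longer passed with no filter, 21 no longer passed and 1 reversed by limma voom, and 36 no longer passed with the replicate block; with only the 2 groups compared 30 of 48 no longer passed.

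Without LPAEx rats 6 and 7 and CONEx rat 5 the prefrontal counts were 27 against CONSed and 1 against CONEx. Without the 2 prefrontal libraries with hippocampal expression they were 0 against CONSed and 1 against CONEx, and by DESeq2 without them 197 against CONSed, 3 against CONEx, 224 against LPSed, 51 against LPEx, 384 against LPASed, and 11 for the difference of the exercise effect. With the percent of counts in the 10 highest genes as a covariate they were 1 against CONSed, 0 against LPSed, and 0 for exercise. There the median log2 fold change of the genes that rose against CONSed went from 1.75 (median SE 0.4657) to 1.83 (0.498), and against LPSed from 1.56 (0.458) to 1.56 (0.512). By DESeq2 without the 3 hippocampal libraries with prefrontal expression the hippocampus had 10 against CONSed and 17 distinct DEGs.

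Without the 2 liver libraries closest to another tissue the counts were 56 against CONSed, 138 against CONEx, 76 against LPSed, 0 against LPEx, 55 against LPASed, and 10 for exercise. By DESeq2 without them they were 77, 282, 160, 21, 126, and 21, with 2 for the difference of the exercise effect. With LPAEx rat 11 left out too they were 10, 1, 4, 1, 4, and 8. Shared DEGs without the 2 libraries were 37 (CONSed and CONEx), 36 (CONSed and LPASed), 40 (CONSed and LPSed), 45 (CONEx and LPASed), 60 (CONEx and LPSed), and 45 (LPASed and LPSed), and by DESeq2 without them 48, 42, 45, 94, 117, and 90; the largest was the overlap of DEGs between LPAEx comparisons, Liver CONEx and LPSed. In Liver ENSRNOG00000029401 LPAEx vs CONSed, log2 fold change reversed to -0.0718 without the 2 libraries, to -0.0703 by DESeq2 without them, and to -0.0705 without LPAEx replicate 7 (range leaving out each library -0.0705 to 10.5049). In Liver ENSRNOG00000004078 LPAEx vs LPEx, log2 fold change reversed to 0.139 without the 2 libraries, to 0.138 by DESeq2 without them, to 0.0852 with LPAEx rat 11 left out too, and to 0.115 without LPEx replicate 4 (range -9.62 to 0.115). In Liver ENSRNOG00000006930 LPAEx vs LPEx, log2 fold change reversed to 0.0785, 0.0672, and 0.165 in those 3 fits (range leaving out each library -8.89 to -0.0124). ENSRNOG00000001414 against LPSed reversed to -0.17 without the 3 libraries, ENSRNOG00000004419 against CONEx to 0.11 without CONEx replicate 7 (range -3.49 to 0.11), and ENSRNOG00000049829 in the muscle to -0.22 without LPAEx replicate 11 (range -0.22 to 3.70).

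Leaving out each library in turn gave these ranges. Prefrontal cortex: CONSed 0 to 237, CONEx 0 to 151, LPSed 34 to 167, LPEx 0 to 8, LPASed 113 to 352, exercise 80 to 157, and 1 to 2 for the difference of the exercise effect (2 without CONEx rat 5, 9, 10, or 11 or LPASed rat 5, 6, 7, or 9). Hippocampus: 0 to 26 against CONSed and for distinct DEGs. Liver: CONSed 13 to 1233, CONEx 17 to 1496, LPSed 16 to 1249, LPEx 76 to 2019, LPASed 14 to 1286, exercise 8 to 483, and 0 to 332 for the difference of the exercise effect (298 without LPAEx rat 4, 332 without rat 6, 328 without rat 9, and 256 without rat 12). Colon: 0 to 33 distinct DEGs. Muscle: CONEx 0 to 28, exercise 2 to 4, and 3 to 33 distinct DEGs. Among fits of single genes 604 kept their side, 78 no longer passed, 5 newly passed, and 4 reversed.

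Libraries whose removal moved the prefrontal, hippocampal, colon, and liver counts by over 1.5 times are named beside those results. Liver exercise was 8 without LPEx rat 4, 17 without LPAEx rat 7, 379 and 366 without LPAEx rats 6 and 9, 114, 130, 125, 91, and 122 without CONSed rats 3, 4, 6, 7, and 8, 151 without CONEx rat 10, 137, 106, 160, and 145 without LPSed rats 4, 8, 10, and 13, 394, 365, 483, and 469 without LPEx rats 6, 8, 10, and 11, and 159, 105, 133, 139, and 110 without LPASed rats 4, 5, 6, 7, and 9. Muscle distinct DEGs were 3 without LPAEx rat 4, 8 without LPAEx rat 12 or LPSed rat 5, 9 without LPAEx rat 9 or CONEx rat 9 or 11, 22 without CONEx rat 5, 28 without LPAEx rat 11, and 33 without CONEx rat 7.

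Every library held at least 13203828 counts, and no fit at other depths was run. On simulated data edgeR called 31.3% to 50.7% of genes changed 2-fold in the 3 tissues tested, a change that lies on the fold change threshold itself.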

Differences from the paper's values

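Counts are at the thresholds that the paper states. Alternatives set before the data were examined are those by DESeq2, limma voom, RLE size factors, no filter, replicate block, only the 2 groups compared, and leaving out each library.

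In the prefrontal cortex the paper's count against CONSed is 170 and the value here was 70. DESeq2 (182), limma voom (115), and the fits without CONEx rat 5 (116), LPAEx rat 9 (129), LPAEx rat 12 (144), or CONSed rat 8 (237) fell within 1.5 times of the paper's, and RLE (72), no filter (36), replicate block (0), only the 2 groups (1), and the other libraries left out did not. Against LPSed the paper's is 203 and the value here was 106. DESeq2 (197) and the fits without CONEx rat 5 (147), LPSed rat 10 (161), LPAEx rat 4 (162), or LPAEx rat 12 (167) fell within it, and RLE (110), no filter (78), limma voom (114), replicate block (21), only the 2 groups (36), and the other libraries left out did not. Against LPEx the paper's is 14 and the value here was 0 by edgeR (1153 genes at an unadjusted p < 0.05). DESeq2 gave 14, and the other alternatives set before the data were examined gave 0 to 8. Against CONEx the paper's is 4 and the value here was 0 by edgeR (1579 genes at an unadjusted p < 0.05). DESeq2 gave 3. The fits without CONEx rat 5 (151), LPAEx rat 4 (18), or CONEx rat 9 (11) gave more than the paper's, and the other alternatives set before the data were examined gave 0 to 2. DESeq2 without the 2 libraries with hippocampal expression, chosen after seeing the values, gave 197 against CONSed, 224 against LPSed, and 3 against CONEx, within 1.5 times of the paper's, and 51 against LPEx, which was not, and of the 3 prefrontal calls that the paper lists by ID it dropped 0.

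In the liver the paper's counts are 73 against CONSed, 258 against CONEx, 112 against LPASed, 143 against LPSed, and 19 against LPEx, and the values here with all libraries were 804, 1125, 869, 891, and 1447. The paper also gives 22 (11 up and 11 down) against LPEx in its text, and 137 up and 10 down beside 143 against LPSed. It states n = 4 to 6 per group, while the deposit has 5 or 6 and the paper's Table 1 marks the same 5 or 6 rats per group, LPAEx rat 7 and LPEx rat 4 among those with liver data. None of the alternatives set before the data were examined fell within 1.5 times of the paper's: in the same order DESeq2 gave 1015, 1269, 1062, 1070, and 1138, RLE 807, 1113, 878, 890, and 1549, no filter 1106, 1548, 1174, 1254, and 1763, limma voom 12, 1, 6, 6, and 0, replicate block 1, 0, 0, 0, and 0, only the 2 groups 3, 0, 0, 0, and 0, and no fit without 1 library fell within it. DESeq2 without the 2 libraries closest to another tissue, chosen after seeing the values, gave 77, 282, 126, 160, and 21, and of the 5 liver calls that the paper lists by ID it dropped 0 and called 1, ENSRNOG00000009329, in the opposite direction. The paper's calls by symbol could not be looked up. The edgeR fit without the 2 libraries, also chosen after seeing the values, gave 56 against CONSed, within the paper's, and 138, 55, 76, and 0 against the others, which were not, and of the 5 calls by ID it dropped those of ENSRNOG00000004419, ENSRNOG00000037549, and ENSRNOG00000048864 against LPASed.

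In the muscle the paper's count against CONEx is 15 and the value here was 9. DESeq2 (14) fell within 1.5 times of it, as did 21 of the 36 fits without 1 library (10 to 17). RLE (9), no filter (4), limma voom (8), replicate block (0), and only the 2 groups (0) did not. In the hippocampus the paper's count against CONSed is 19 and the value here was 0 by edgeR (1675 genes at an unadjusted p < 0.05). DESeq2 (18) and the fit without CONSed rat 10 (26) fell within it, and the other alternatives, limma voom among them (0), did not.

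The paper lists ENSRNOG00000009329 as upregulated against LPSed in the liver. Here it was lower in LPAEx, with a log2 fold change of -1.97. Of the genes that the paper gives by ID, ENSRNOG00000058482 (FDR = 0.172), ENSRNOG00000049394 (0.130), ENSRNOG00000004419 (0.112), ENSRNOG00000023387 (0.109), and ENSRNOG00000019736 (0.114) did not pass the test here. DESeq2 called ENSRNOG00000058482 (0.0726), ENSRNOG00000049394 (0.0464), ENSRNOG00000004419 (0.0507), and ENSRNOG00000019736 (0.00749). The paper gives CONEx as the liver comparison with the most DEGs. With all libraries the value against LPEx was the highest (1447), and without the 2 libraries that against CONEx was (138).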

Other observations

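Tests in this part chosen after the result was seen are those of genes changed in several tissues and of the fits without libraries. Genes changed with exercise in the same direction at an unadjusted p < 0.05 in at least 4 of the 5 tissues numbered 2 that rose (ENSRNOG00000014448 and ENSRNOG00000018522) and 2 that fell (ENSRNOG00000009329 and ENSRNOG00000021027). By limma on log2 CPM with the rats split by activity within treatment, 2 genes met this (ENSRNOG00000009329 and ENSRNOG00000021027), 1 of 100 splits had as many, and the highest other split had 1, so chance was excluded for that count. The other 2 were called by edgeR alone, and no splits were run by edgeR. With exercise ENSRNOG00000021027 fell by 0.59 on the log2 scale in the prefrontal cortex, 0.37 in the hippocampus, 1.65 in the liver without the 2 libraries, and 1.28 in the colon, and ENSRNOG00000009329 fell by 0.26, 0.18, 1.37, and 0.47. These are averages over the treatments. For ENSRNOG00000009329, CONEx versus CONSed was 0.05 in the muscle, -0.02 in the colon, and -0.19 in the prefrontal cortex. There LPEx versus LPSed was -0.28, -0.61, and -0.12, and LPAEx versus LPASed -0.55, -0.78, and -0.45. In the hippocampus LPAEx versus LPASed was -0.06 for it and -0.09 for ENSRNOG00000021027. The edgeR FDR of its average was 0.979 in the hippocampus, 0.811 in the muscle, and 0.9998 in the colon for ENSRNOG00000009329.

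Chance was called excluded where under 0.05 of the splits gave a count as large, a bound not adjusted for the number of counts tested. For the LPAEx comparisons this held in the prefrontal cortex against LPASed (236 DEGs, 1 of 60 splits as large, the real one included, highest other 5). The bound was also met there against LPSed (106, 2 of 60, highest other 130). As another split called more than the real one and the bound is unadjusted, chance is not clearly excluded against LPSed. In the liver with all libraries the bound was met against CONEx (1125, 2 of 60, highest other 1160). That set holds LPAEx rat 7, which was closest to colon. Without the 2 libraries 13 of 60 splits were as large, so chance stays open for that comparison. Chance could not be excluded in the prefrontal cortex against CONSed (70, 4 of 60, highest other 300). Against LPEx (highest other 77) and CONEx (highest other 334) the count was 0 by edgeR. Every split gives at least 0, so the 60 of 60 there was fixed in advance and decides nothing about chance. In the liver with all libraries chance could not be excluded against CONSed (804, 12 of 60, highest other 1483). The same held against LPASed (869, 16 of 60, highest other 1255) and LPSed (891, 16 of 60, highest other 1298). It also held against LPEx (1447, 32 of 60, highest other 2572) and for exercise (243, 4 of 60, highest other 481). For the difference of the exercise effect the count was 0 (highest other 319), which this test cannot decide. Without the 2 libraries chance could not be excluded against CONSed (56, 14 of 60, highest other 714). The same held there against CONEx (138, 13 of 60, highest other 294) and LPSed (76, 23 of 60, highest other 391). It held against LPASed (55, 18 of 60, highest other 254) as well. Against LPEx the count was 0 (highest other 1020), which this test cannot decide. In the muscle chance could not be excluded against CONEx (9, 6 of 60, highest other 342). Nor could it for distinct DEGs in muscle (14, 3 of 60, highest other 221) and colon (13, 36 of 60, highest other 431). In the hippocampus the count was 0 for distinct DEGs (highest other 508) and against CONSed (highest other 31), so the test decides nothing. Splits that called several times the real count point to a structure of the samples, and what that structure is was not tested. The genes at an unadjusted p < 0.05 and the counts by other tools for each count of 0 are given beside those results.

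Residual profiles of libraries with the same rat number in different groups had a mean r of 0.0917 in the colon (permutation p = 0.002) and 0.0868 in the muscle (p = 0.001, the smallest that 1000 shuffles give), and of 0.00796 in the prefrontal cortex (p = 0.276), 0.0218 in the hippocampus (p = 0.0989), and 0.0030 in the liver (p = 0.433).

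Liver LPAEx rat 7 had its highest r with a colon library, 0.983 with LPAEx rat 12 (0.959 with the colon of LPAEx rat 7), and liver LPEx rat 4 with a muscle library, 0.975 with CONEx rat 12 (0.970 with the muscle of LPEx rat 4).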
